# Effects of the vertically transmitted microsporidian *Facilispora margolisi* and the parasiticide emamectin benzoate on salmon lice (*Lepeophtheirus salmonis*)

**DOI:** 10.1186/s12864-017-4040-8

**Published:** 2017-08-17

**Authors:** Jordan D. Poley, Ben J. G. Sutherland, Mark D. Fast, Ben F. Koop, Simon R. M. Jones

**Keywords:** Copepoda, host-parasite, microsporidia, salmon, sea lice, transcriptomics, vertical transmission

## Abstract

**Background:**

Microsporidia are highly specialized, parasitic fungi that infect a wide range of eukaryotic hosts from all major taxa. Infections cause a variety of damaging effects on host physiology from increased stress to death. The microsporidian *Facilispora margolisi* infects the Pacific salmon louse (*Lepeophtheirus salmonis oncorhynchi*), an economically and ecologically important ectoparasitic copepod that can impact wild and cultured salmonids.

**Results:**

Vertical transmission of *F. margolisi* was demonstrated by using PCR and in situ hybridization to identify and localize microsporidia in female *L. salmonis* and their offspring. Spores and developmental structures of *F. margolisi* were identified in 77% of F_1_ generation copepods derived from infected females while offspring from uninfected females all tested negative for the microsporidia. The transcriptomic response of the salmon louse to *F. margolisi* was profiled at both the copepodid larval stage and the pre-adult stage using microarray technology*.* Infected copepodids differentially expressed 577 transcripts related to stress, ATP generation and structural components of muscle and cuticle. The infection also impacted the response of the copepodid to the parasiticide emamectin benzoate (EMB) at a low dose of 1.0 ppb for 24 h. A set of 48 transcripts putatively involved in feeding and host immunomodulation were up to 8-fold underexpressed in the *F. margolisi* infected copepodids treated with EMB compared with controls or either stressor alone. Additionally, these infected lice treated with EMB also overexpressed 101 transcripts involved in stress resistance and signalling compared to the other groups. In contrast, infected pre-adult lice did not display a stress response, suggesting a decrease in microsporidian virulence associated with lice maturity. Furthermore, copepodid infectivity and moulting was not affected by the microsporidian infection.

**Conclusions:**

This study demonstrated that *F. margolisi* is transmitted vertically between salmon louse generations and that biological impacts of infection differ depending on the stage of the copepod host. The infection caused significant perturbations of larval transcriptomes and therefore must be considered in future studies in which impacts to host development and environmental factors are assessed. Fitness impacts are probably minor, although the interaction between pesticide exposure and microsporidian infection merits further study.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4040-8) contains supplementary material, which is available to authorized users.

## Background

Microsporidia are a diverse group of obligate intracellular, spore-forming parasites of invertebrates and vertebrates with over 150 genera and 1200 recognized species [1]. Molecular phylogenetic evidence indicates that microsporidia are highly specialized fungi that parasitize a wide range of hosts [2]. Many microsporidia have damaging impacts in agriculture, apiculture, and aquaculture [3–5], as well as in human health [6] particularly among the immunocompromised [1]. Microsporidia are also of interest due to their use as biological control agents against insect pests [7, 8]. To date, microsporidia infecting humans and important insects have received the most research attention despite nearly half of all known microsporidia having aquatic hosts [9]. For example, microsporidian infections of crustaceans, a diverse subphylum with approximately 67,000 species [10, 11], are only beginning to be uncovered. Given the ubiquity of crustaceans in the aquatic environment, the lack of information on interacting stressors within these organisms, and the economic importance of crustacean culture (i.e. 6.9 M tonnes worth $36 billion USD; [12]), studies examining the consequences of microsporidian infections are needed.

The microsporidian spore is the only stage capable of surviving outside of a host cell [1] and is the infective stage. Spores contain sporoplasm (i.e. infectious cytoplasm) and a polar filament that erupts under pressure and penetrates the host cell, providing a route through which the sporoplasm and nucleolar material can enter. Merogonic development of the parasite enlarges the host cell and this is followed by sporogonic development of the parasite. Spores can be released to infect adjacent cells (i.e. autoinfection), or to infect other individuals (e.g. through urine, faeces, decomposition) [1]. Passage of infective spores among individual hosts in water or food may be the most common mode of horizontal transmission. Spores can also transmit vertically through eggs to infect offspring. Given the intimate association of microsporidia within host cells, it is not surprising that these parasites can have major effects on their hosts [13]. Drastic host transcriptomic reductions in various functions have been observed in vivo [14]. Pathological and physiological consequences of microsporidia infections have been characterized for a few terrestrial species, but those of infections in the marine environment remain poorly understood.

Microsporidia have evolved reduced genomes and other biological components (e.g. the known genome sizes are in the range of bacteria, 2.3–19.5 Mb) [1]. The genome of *Encephalitozoon cuniculi* is well characterised and consists of ~2.9 Mb across 11 chromosomes, with approximately 2000 potential protein coding genes [15]. Most studied microsporidia have a conserved set of microsporidia-specific genes, suggesting that genome reduction may have occurred prior to the diversification of the lineage [16, 17], but lineage-specific gene expansion and novelty is expected. The molecular basis and mechanisms of host manipulation are still being uncovered (recently reviewed in [18]).

Salmon lice are ectoparasitic copepods belonging to the family Caligidae (suborder Siphonostomatoida) that infect both wild and farmed salmonids, causing losses of more than $500 M USD/annum globally to the aquaculture industry [19]. The salmon louse (*Lepeophtheirus salmonis*) is the most well studied species and has a direct life cycle with two free-living naupliar stages, an infective copepodid stage, two sessile parasitic chalimus stages, and three motile parasitic preadult and adult stages during which the lice are larger and more damaging to the host [20]. Genetically distinct subspecies of *L. salmonis* occur in the Atlantic and Pacific Oceans [21, 22]. Infections on farmed Atlantic salmon (*Salmo salar*) are controlled by treatment with in-feed emamectin benzoate (EMB), although lice in the Atlantic Ocean have become resistant to this drug and to many others (reviewed by [23]). Alternative, non-chemical management options are required, and given the relevance of microsporidia to pest control combined with recent descriptions of microsporidia infections in sea lice, this area requires investigation.

Infections with two microsporidian species have been described in sea lice. *Desmozoon lepeophtherii* was originally identified in *L. salmonis* infecting farmed *S. salar* in Scotland and Norway [24–26] and a genetic variant of *D. lepeophtherii* was described from *L. salmonis* on farmed *S. salar* in the Pacific Ocean [27, 28]. The second microsporidian, *Facilispora margolisi*, was identified in *L. salmonis* infecting *S. salar* and Pacific salmon (*Oncorhynchus* spp.), and in two other *Lepeophtheirus* species from salmonid and non-salmonid fishes in the northeast Pacific Ocean [28]. The prevalence of *D. lepeophtherii* in Pacific *L. salmonis* ranges from 5 to 15% whereas that of *F. margolisi* ranges from 50 to 90% [28].

Histological evidence of *F. margolisi* spores within ovarian tissue [28] suggests the possibility of vertical transmission. Furthermore, nothing is known regarding the effects of the infection on the survival, infectivity and fecundity of *L. salmonis*. Here we provide further evidence of vertical transmission of *F. margolisi* and determine whether the microsporidian affects copepodid survival and infectivity. We then characterize the impacts of the microsporidian infection on the copepod transcriptome, compare this response to known stress genes for *L. salmonis*, and determine whether the response is affected by the addition of a stressor (low dose EMB). Finally, we use this dataset and identify probes that are probably of microsporidian origin on the commonly used *L. salmonis* microarray. We then use these probes to diagnose infection status in an existing published transcriptome dataset of pre-adult *L. salmonis*, validate the findings using RT-qPCR, and compare the responses of pre-adult and copepodid lice to the microsporidian infection.

## Results

### Vertical transmission of *F. margolisi*

Four experiments (Exp.) were conducted to evaluate different aspects of the biology of *F. margolisi*, including vertical transmission in *L. salmonis* (Table 1). Exp. 1 was used to evaluate vertical transmission of the microsporidian. Exp. 2 was also for this purpose, but included an experimental infection to test the effect on infectivity and development. Exp. 3 was used for in situ hybridization in order to determine locations of *F. margolisi* within the louse. Exp. 4 was used to perform transcriptome profiling of the interaction of *F. margolisi* infection and EMB exposure. Further details regarding each experiment are provided in Table 1. *F. margolisi* was detected in the cephalothorax and egg string samples of approximately 60% of the screened F_0_ individuals within these four experiments (*n* = 124). The microsporidian was detected in both the cephalothorax and matched egg string from 96% (*n* = 47) of *F margolisi* positive (MS+) copepods in which both tissues were tested. In the first experiment (Exp. 1), when individual egg strings were used to cultivate F_1_ individuals, 92% of the MS+ egg strings gave MS+ copepodid pools and none of the MS- egg strings produced MS+ offspring.

**Table 1:** Microsporidia (MS) *Facilispora margolisi* infections in adult female salmon lice *Lepeophtheirus salmonis* (F_0_) and their F_1_ larval progeny as determined by PCR

EXP	Source of F_0_ lice	F_0_ individual (MS+ / total)		F_1_ samples (MS+ / total)	
		Cephalothorax	Egg String	F_0_ positive	F_0_ negative
1	Chum Salmon	12/20	12/20	11/12 (pools)	0/8
2	Chum Salmon	14/24	13/24	28/39	0/42
3	Atlantic Salmon	25/40	N/A	N/A	N/A
4	Atlantic Salmon	23/40	22/40	2/2 (pools)	0/2
Total		74/124 (60%)	47/84 (56%)	28/39 (72%)^a^	0/42 (0%)^a^

In experiment (Exp.) 1, each F_1_ nauplius and copepodid pool originated from a single F_0_ egg string. In Exp. 2, F_1_ chalimus II staged lice had developed from pools of MS+ or MS- eggs derived from F_0_ females. In Exp. 3, F_1_ nauplius and copepodid pools were reserved for in situ hybridizations. In Exp. 4, 40 larval cultures derived from MS+ or MS- F_0_ females were divided into 16 pools for each of MS+ and MS- groups, 14 for microarray analysis and 2 for PCR confirmation of *F. margolisi* (PCR confirmation pools shown in the table). All PCR-positive results in the egg string were also positive in the cephalothorax. ^a^Totals only include individuals, not pools

At 15 days post infection, Chum Salmon (*Oncorhynchus keta*) were infected with *L. salmonis* copepodids of known MS infection status (Exp. 2, Table 1) and there was no significant difference in the intensity of infection for MS+ or MS- lice (MS+: 6.5 ± 0.56; MS-: 7.0 ± 0.52 lice / fish; Chi^2^-test, *p* = 0.53). Most copepods in both infection groups (97.4% and 95.2%, respectively) had developed to the late chalimus II stage at the time of sampling. *F. margolisi* was detected in 72% of the chalimus II lice derived from MS+ egg strings but not in any from MS- egg strings (see Exp. 2 in Table 1).

### Histological identification of *F. margolisi* in *L. salmonis*

In-situ hybridization (ISH) identified *F. margolisi* DNA in histological sections from adult female *L. salmonis* shown previously to be PCR-positive for *F. margolisi* (see Exp. 3). In the adult louse, ISH-positive spores and non-sporogonic structures were associated with cells immediately below the cuticle, in striated muscle, glandular tissues, ovary and egg strings (Fig. 1). ISH-positive reactions were also visualised within unidentified tissues of larval copepods derived from PCR-positive females (Fig. 1). No ISH reactions were observed in PCR-positive samples incubated with unlabelled probe or in PCR-negative samples incubated with the labelled probe.

**Fig. 1:**
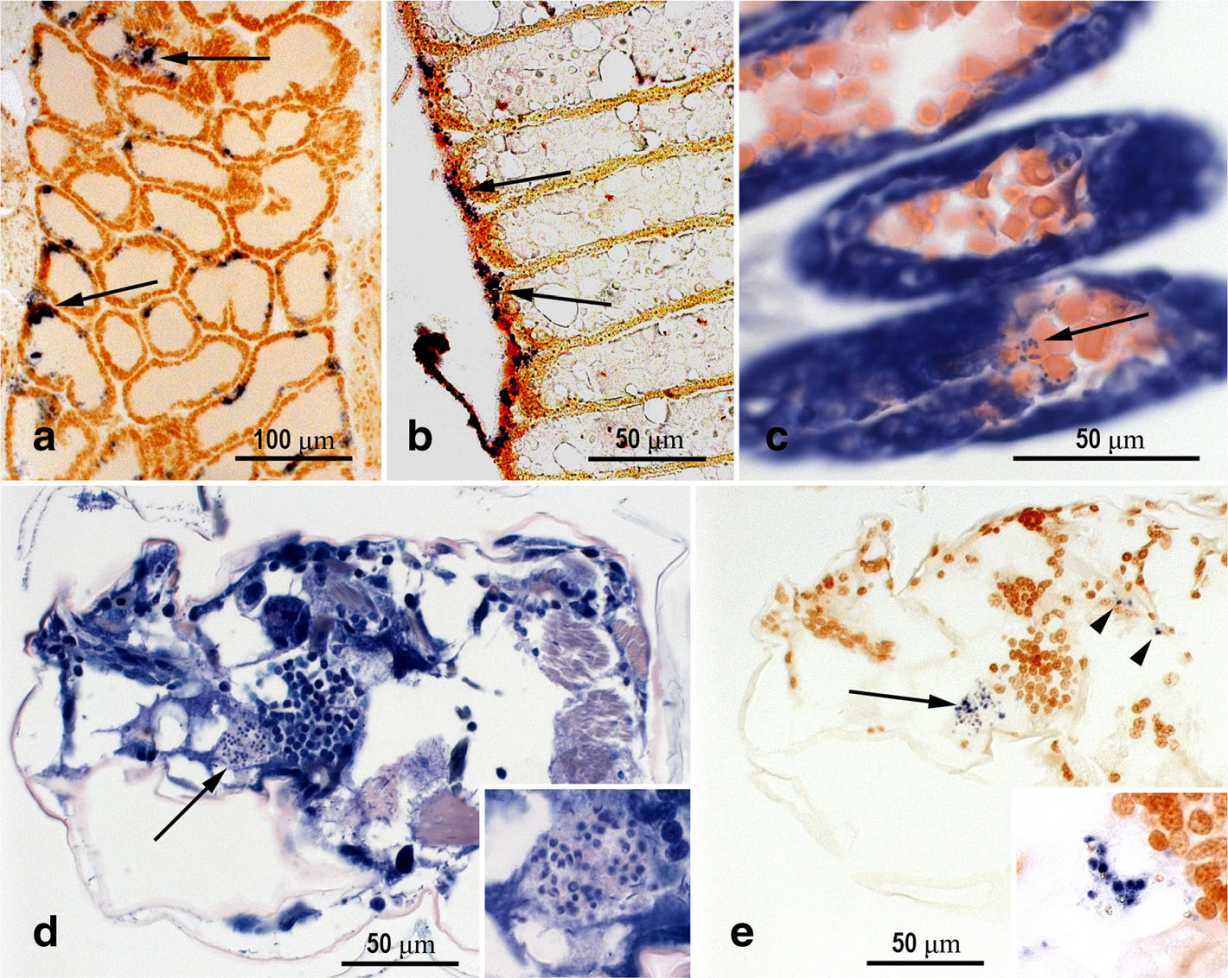
Vertical transmission of *Facilispora margolisi* in *Lepeophtheirus salmonis*. Microsporidian infection (*arrows*) in the copepod ovary (**a**) and egg string (**b**) by in-situ hybridisation. Microsporidian spores (*arrow*) in Giemsa-stained egg string (**c**). Microsporidian spores (*arrows* and *arrowheads*) in Giemsa-stained (**d**) and in-situ hybridisation (**e**) preparations of nauplius larvae. Insets are higher magnification images

### Transcriptomic response of copepodid salmon lice to F. margolisi

#### Overview

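The transcriptome data came from copepodids, the larval stage of the salmon louse that settles on a fish, whose mothers were positive (MS+) or negative (MS-) for F. margolisi by PCR. The Results describe each pool as the offspring of a single adult female, while the methods state that 40 larval cultures were combined by the status of the mother and each combined pool was divided. Which of these holds, and so what a replicate is, cannot be settled from the data. Under the methods' version all arrays of a status share 1 source pool, while under the Results' version mothers would be replicated within a status. Under either version MS status cannot be separated from other differences between MS+ and MS- mothers, since no mother gave pools of both. Each replicate was a flask of 50 to 75 copepodids, held for 24 h in seawater alone (EMB-) or with 1 ppb emamectin benzoate (EMB+), a drug used against lice. Labelled cRNA of each flask (Cy5) was hybridized to a 2-channel array together with a common Cy3 reference, which combined 3 samples from each of the 4 conditions. The deposited data cover 28 arrays, 7 per condition, on 7 slides of 4 arrays each, and the dyes were not exchanged on any of them. All 7 arrays at position 2 of the slides were MS+, as were all 4 arrays of 1 slide. For each of 45220 spots the authors deposited the scanned intensity and the local background of both channels, not corrected for background, and they also deposited a table of normalized log2 ratios of the probes that passed their filter. For the values given in the Results, the local background was subtracted from the mean intensity of each spot, values under 1 were set to 1, and log2 ratios (Cy5/Cy3) were normalized within each array by loess on all probes other than control spots. Probes were kept where both channels reached 500 without a quality flag in at least 65% of the arrays of any 1 condition, the filter that the methods state, and 11789 probes passed. The median Cy5 signal over background had a range of 212 to 238 across the MS-/EMB- arrays (median 224), 178 to 268 in MS-/EMB+ (median 221), 178 to 257 in MS+/EMB- (median 215) and 242 to 341 in MS+/EMB+ (median 249). The share of probes at or above 500 in both channels was between 27.4% and 36.4% per array, and the number of arrays limits the precision of all values. Differences were tested with limma's moderated linear model of the 4 conditions. Contig numbers and transcript names were taken from the paper's Additional files, where the names are matches to proteins of other species.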

Copepodid pools (F_1_; see Exp. 4), each originating from a single adult female (MS+ or MS-), were incubated either in seawater alone (unexposed control) or in seawater containing 1 ppb emamectin benzoate (EMB) to evaluate the effect of MS infection and the effect of combined MS and EMB on the *L. salmonis* transcriptome (7 pools per condition, 28 pools in total; Fig. 2). 

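Across the 28 arrays, MS status accounted for 48.6% of the variance of the scores on the first principal component (PC1) of the 11789 probes, and EMB exposure accounted for 20.4%. On the second component (PC2), MS status accounted for 2.64% and EMB exposure for 2.29%.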

Principal components analysis (PCA) of all quality filtered transcripts indicated a larger effect of MS than of EMB (Fig. 3). 

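PC1 held 29.5% of the variance of the probe-centred log2 ratios, PC2 held 24.4% and the third component held 7.11%. The mean PC1 score was 15.8 ± 20.1 (SD, n = 14 arrays) for MS+ and -15.8 ± 12.9 (SD, n = 14) for MS- arrays (two-sided permutation test with 100000 resamples, p = 5e-05). Scores of MS+ arrays extended from -31.8 to 53.5 and scores of MS- arrays from -38.9 to 2.65. Of the 14 MS+ arrays, 2 lay below the highest MS- array, and both were MS+/EMB- (replicates 3 and 7). These 2 had the lowest median Cy5 signals of the MS+ arrays (185 and 178). Within the 6 slides that held arrays of both statuses, MS+ arrays averaged 23.3 to 41.4 higher than MS- arrays, and slide 4 held MS+ arrays alone. Within positions 1, 3 and 4 the difference was 10.0, 53.5 and 35.5, while position 2 held MS+ arrays alone. With MS+/EMB+ replicate 6 left out and the components computed anew, the difference was 19.4 in place of 31.6 (permutation test, p = 0.0161). The axes themselves can turn in such a fit, so the fall is not the share of that array alone. With each probe scaled to unit variance before the analysis, PC1 did not differ between MS+ and MS- arrays (difference 3.37, permutation test, p = 0.87), and the difference lay on PC2 instead (68.3). With median centring in place of loess the difference was 14.8 on PC1 (permutation test, p = 0.154) and 29.6 on PC2.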

The first axis differentiated the MS+ and MS- pools and explained 29.5% of the total variation. Clustering associated with EMB exposure was less obvious. 

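EMB+ arrays had a mean PC1 score of 10.2 ± 21.3 (SD, n = 14) and EMB- arrays of -10.2 ± 20.7 (SD, n = 14), a difference of 20.5 (two-sided permutation test, p = 0.0166). These SDs and this test took no account of MS status, so the MS difference is part of their spread. Within single conditions the SD was 6.86 to 18.6, below the EMB difference. PC2 did not separate EMB+ from EMB- arrays (permutation test, p = 0.441), and on the third component (PC3) the difference was -8.50 (permutation test, p = 0.0468). By condition, the mean PC1 score was -23.5 ± 13.1 in MS-/EMB-, -8.09 ± 6.86 in MS-/EMB+, 3.04 ± 18.6 in MS+/EMB- and 28.6 ± 12.2 in MS+/EMB+ (SD, n = 7 each). The EMB difference on PC1 was 15.4 among MS- and 25.5 among MS+ arrays, and the difference between these did not hold up (permutation test of the interaction, p = 0.315).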

Treatment groupings most distant from one another in the PCA were MS−/EMB- and MS+/EMB+. 

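Over all 11789 probes, the mean profiles of MS-/EMB- and MS+/EMB+ were 55.0 log2 units apart (Euclidean distance), the largest of the 6 distances between conditions. MS-/EMB+ and MS+/EMB+ were 43.8 apart, MS+/EMB- and MS+/EMB+ 36.2, MS-/EMB- and MS+/EMB- 35.0, MS-/EMB- and MS-/EMB+ 28.0, and MS-/EMB+ and MS+/EMB- 27.1. On PC1 to PC3 alone, MS-/EMB- and MS+/EMB+ were 53.8 apart.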

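Without a limit on fold change, 3030 of the 11789 probes had a Benjamini-Hochberg adjusted p under 0.05 from limma for the main effect of MS and 1329 for the main effect of EMB. At an unadjusted p under 0.05 the numbers were 4317 and 3114. With slide and array position together as blocks this order did not hold. Then 344 probes had an adjusted p under 0.05 for MS and 405 for EMB, and 2190 and 2238 an unadjusted one. With slide alone as a block the adjusted numbers were 2043 for MS and 473 for EMB, and with position alone 1622 and 1495. A slide and an array position held MS+ arrays alone, so these blocks overlap with MS status. The fit with both blocks therefore cannot rank MS against EMB.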

The number of differentially expressed transcripts also supported a greater effect of MS than 1 ppb EMB (Fig. 4). 

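With the thresholds of the methods (an unadjusted p limit of 0.01 and a fold change limit of 1.5, probes with an interaction taken out), limma called 600 probes for MS and 212 for EMB. The study's own lists hold 786 probes (577 contigs) for MS and 299 probes (233 contigs) for EMB, and 562 and 189 of these were called here. All 786 and all 299 listed probes changed in the listed direction. Across the listed probes the log2 fold changes had a Pearson correlation with the paper's of 0.998 for either effect, although probes are not independent replicates. Using an adjusted p limit of 0.05 in place of the unadjusted limit gave 706 probes for MS and 275 for EMB. Of the alternatives, leaving out the limit on fold change moved the numbers most, to 2613 for MS and 1470 for EMB. With slide and array position as blocks they were 644 and 228.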

MS infection affected 577 transcripts whereas EMB affected 228 transcripts (main effects with no interaction effect; *p* ≤ 0.01 and fold change (FC) ≥ 1.5; Additional file 1). 

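Among MS calls, fold changes extended from -8.09 to at least 5.78, and among EMB calls from -2.26 to 2.17. The upper end for MS was probe C066R082, which is not in the study's lists. Its Cy5 signal was 57.4 to 159 in the 14 MS- arrays, none of them above the 99th percentile of the array's negative control spots, and 890 to 2974 in the 14 MS+ arrays. Its mean log2 ratio was -2.23 ± 0.12 in MS-/EMB-, -2.44 ± 0.37 in MS-/EMB+, 0.94 ± 0.36 in MS+/EMB- and 1.20 ± 0.33 in MS+/EMB+ (SD, n = 7 each). The next highest was probe C178R038 (NADH-ubiquinone oxidoreductase chain 5), with a log2 fold change of 1.91 (standard error 0.17, limma adjusted p = 5.1e-10) and MS+ arrays that did not overlap MS- arrays. Probes C064R144 and C230R085, without annotation, had log2 fold changes of -2.84 (standard error 0.14) and -2.83 (standard error 0.12), again without overlap. For EMB, probe C170R070 (high affinity copper uptake protein 1) had a log2 fold change of -1.18 (standard error 0.23, limma adjusted p = 0.00137) and probe C035R159, without annotation, of 1.07 (standard error 0.11, limma adjusted p = 2.0e-06). In 29 of the 600 probes called for MS all 14 MS+ arrays lay on 1 side of all 14 MS- arrays, where chance gives 4.99e-06% of probes, and no probe separated EMB+ from EMB- arrays in this way.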

The range of FC was also greater for transcripts with a main effect of MS (FC = −9.7 to 4.5) compared with those showing a main effect of EMB (FC = −2.8 to 2.4; Additional file 1). Similarities between the effects MS and EMB were indicated from 150 transcripts concordantly differentially expressed by EMB and MS (Fig. 4; Additional file 1).

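Both main effects were called in 128 probes, of which 125 changed in the same direction, 38 higher and 87 lower. If the MS and EMB calls were independent, 10.8 probes would be shared. Over all 11789 probes the log2 fold changes for MS and for EMB had a Pearson correlation of 0.635 and a Spearman correlation of 0.619, taken across probes that are not independent replicates. The study's list of transcripts affected by both holds 198 probes, and 114 of these were called for both effects here. Of the alternatives, leaving out the limit on fold change moved the shared number most, to 848. The paper reads the PCA and the numbers of transcripts as a larger effect of MS than of EMB, and states that the range of FC was also greater for MS.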

**Fig. 2:**
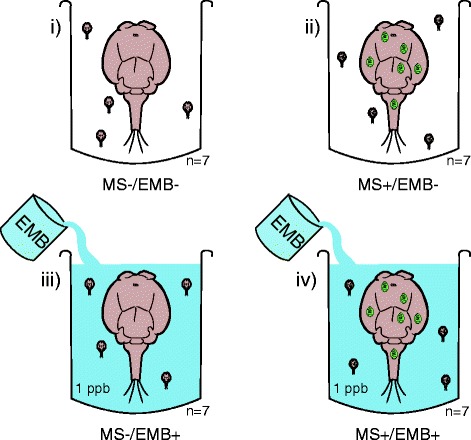
Experimental design for the transcriptome response of copepodid lice to emamectin benzoate (EMB) or microsporidia (MS). Each condition has seven biological replicates and each replicate is a pool of copepodid lice. The factorial design allows for analysis of genes responding to MS, EMB or having an interaction effect of the two factors

**Fig. 3:**
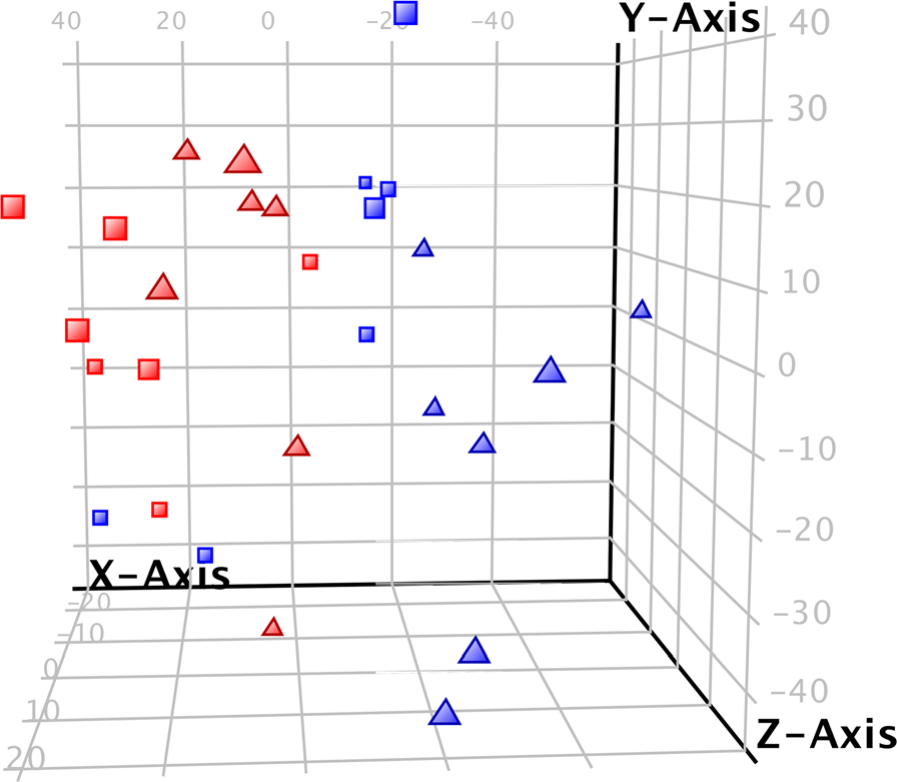
Principal Component Analysis of copepodid samples clustered by gene expression. Samples are quality filtered transcriptome profiles of lice pools that are either positive (*blue*) or negative (*red*) for the microsporidia infection. Clustering indicates that PC1 (X-axis) explains the most variation, with 29.5% of total variation explained. Samples were either exposed to the parasiticide emamectin benzoate (*triangles*) or control (*square*), but this had less of an effect than that of the microsporidia. PC2 (Y-axis) explains 24.5% and PC3 (Z-axis) explains 7.1% of the total variation. PC2 and PC3 were not as clearly associated with a treatment group as was the infection status, which was separated along PC1

**Fig. 4:**
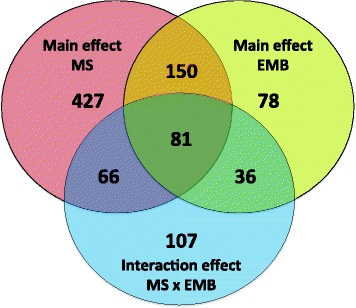
Significantly differentially expressed transcripts (2-way ANOVA; *p* < 0.01 and FC ≥ 1.5) in copepodids in response to the microsporidia *F. margolisi*, to the parasiticide EMB, or an interaction of the two

To better characterize response genes, transcripts were classified into the following categories: i) MS-specific response genes; ii) general stress response genes, responding concordantly to MS and EMB; and iii) interacting stressor genes, whose response depended on the presence of the second stressor (see Fig. 4). 

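Of the 212 probes called for EMB, 128 (60.4%) were also called for MS.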

As the majority of transcripts affected by EMB exposure also responded to MS infection (Fig. 4), an EMB-specific response category was not included. All transcripts with an EMB-specific response can be found in Additional file 1.

#### MS-specific response genes

Of the 577 transcripts responding to *F. margolisi* infection (main effect, no MS/EMB interaction effect), 427 (74%) were MS-specific (Fig. 4). Of these, 212 were overexpressed and 215 were underexpressed in MS+ *L. salmonis*.

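Of the 600 probes called for MS, 472 (78.7%) were not called for EMB.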

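Among these probes, 243 were overexpressed and the others underexpressed in MS+ pools, with a median absolute log2 fold change of 0.70. With each of the 28 arrays left out in turn, the number overexpressed was between 209 and 305 and the number underexpressed between 183 and 328. With slide and array position as blocks 188 were overexpressed and 333 underexpressed. The study's list holds 289 overexpressed and 296 underexpressed probes. Where the study's lists hold more than 1 probe of a contig (209 contigs), the probes of the contig changed in the same direction in all 209.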

Overexpressed MS-specific transcripts included 12 cuticle-associated transcripts (e.g. *cuticle protein 6*, *cuticle protein 7*, *cuticle protein C14.6*) and 18 transcripts associated with muscle (e.g. *myosin heavy chain muscle*, *myosin-3*, *tropomyosin*, *tropomyosin-2*, *tropomyosin alpha-1 chain*, *troponin I* and *troponin T*; Additional file 1). 

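The 19 cuticle probes of the study's MS-specific list (11 contigs) were all higher in MS+ pools, with a median log2 fold change of 0.75 (range 0.54 to 0.93), and 16 passed both thresholds. The 23 probes for myosin, tropomyosin or troponin (14 contigs) were also all higher, with 18 past both thresholds. Cuticle protein 6 (16 probes) had a mean log2 fold change of 0.78, where the SD between arrays of 1 condition was 0.38, and myosin heavy chain, muscle (7 probes) of 0.93 (SD 0.42). Tropomyosin (6 probes) had a mean of 0.79 (SD 0.39), tropomyosin-2 (4 probes) of 0.86 (SD 0.46) and troponin T (1 probe) of 0.71 (SD 0.46). Means were below the 1.5-fold limit for troponin I (4 probes, 0.58, SD 0.45, with 2 of the 4 called), cuticle protein CP14.6 (0.54), myosin-3 (0.54) and tropomyosin alpha-1 chain (0.49). All 43 probes of the 10 named transcripts had a limma adjusted p under 0.05, both over all probes tested and adjusted over the list alone. The study chose the list on these samples, so the latter is not independent evidence. Of the 96 transcripts named from the study's lists, 0 changed direction with each array left out in turn, with scaling between arrays or under the other alternatives for which a value was computed.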

Cytoskeleton-related transcripts were overexpressed and enriched (GO: cytoskeleton, 14 transcripts; *p* = 0.003) in MS+ lice including *restin homolog*, *actin clone 403*, *actin-related protein 2/3 complex subunit 4*, *actin cytoplasmic 1*, *tubulin alpha-1A chain*, *tubulin alpha-3 chain*, and *tubulin beta-1A chain*.

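Each of the 11 probes of the 7 named transcripts was higher in MS+ pools, with log2 fold changes of 0.47 to 0.83, and 6 passed both thresholds. Tubulin alpha-3 chain had a log2 fold change of 0.75 (SD between arrays 0.61) and tubulin alpha-1A chain a mean of 0.69 over 4 probes (SD 0.47). Restin homolog changed by 0.60 (SD 0.39), actin-related protein 2/3 complex subunit 4 by 0.58 (SD 0.29), tubulin beta-1 chain by 0.50 (SD 0.31) and actin, cytoplasmic 1 by 0.47 (SD 0.42). All 11 had a limma adjusted p under 0.05, also adjusted over the list alone.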

Underexpressed MS-specific transcripts were related to the mitochondria (e.g. GO: mitochondrial part, 16 transcripts; *p* < 0.01; Additional file 2) and ribosomes. 

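Of the 29 probes (22 contigs) whose description in the study's MS-specific list contains the word mitochondrial, 21 were lower and 8 higher in MS+ pools, with a median log2 fold change of -0.56, and 18 passed both thresholds. Of the 14 probes (12 contigs) described as ribosomal proteins, 12 were lower and 2 higher, with a median of -0.58, and 8 passed both thresholds.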

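The 10 probes of 8 mitochondria-related transcripts named in the text were all lower in MS+ pools. Both thresholds for MS were passed by 7, of which 1 was taken out for its interaction. Cytochrome c oxidase subunit 1 had a log2 fold change of -0.82 (SD between arrays 0.48), subunit 5B of -0.62 (SD 0.23) and subunit 6B of -0.65 (SD 0.25). NADH dehydrogenase 1 beta subcomplex subunit 10 changed by -0.68 (SD 0.33), 1 alpha subcomplex subunit 2 by a mean of -0.54 over 2 probes (SD 0.33) and subunit 12 by -0.56 (SD 0.22). The change was -0.80 (SD 0.38) for cytochrome P450 2J2, the probe taken out, and -0.61 over 2 probes (SD 0.35) for cytochrome P450 2L1. All 10 had a limma adjusted p under 0.05, also adjusted over the list alone.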

Mitochondria-related transcripts included *NADH dehydrogenase 1 alpha subcomplex subunits 2, 10* and *12*, *cytochrome c oxidase subunit 1*, *5B* and *6B*, *CYP450 2 J2* and *CYP450 2 L1* (Additional file 1). 

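Among 12 named transcripts annotated to ribosomal proteins or their kinase (15 probes), 10 transcripts (13 probes) were lower in MS+ pools and 2 were higher. The 2 higher ones were 60S ribosomal protein L3, with a log2 fold change of 0.88 (SD between arrays 0.67, limma adjusted p = 0.00511), and ribosomal protein S6 kinase beta-2, with 0.51 (SD 0.34, limma adjusted p = 0.00338). The largest decrease was in 60S ribosomal protein L44, with a mean of -1.50 over 2 probes (SD 0.26). Among ribosomal proteins of mitochondria, means were -0.63 for 28S ribosomal protein S32, -0.64, -0.53 and -0.62 for 39S ribosomal proteins L22, L23 and L32, -0.61 for 40S ribosomal protein S12 and -0.52 for 60S ribosomal protein L12. Among those of the cytoplasm, they were -0.70 for 40S ribosomal protein S16 and -0.68 and -0.63 for 60S ribosomal proteins L29 and L30. All 15 probes had a limma adjusted p under 0.05, also adjusted over the list alone, and 10 passed both thresholds.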

Ribosomal proteins (rp) underexpressed in MS+ lice included those present in the mitochondria (e.g. *28S rp s32*, *39S rp L22*, *39S rp L23*, *39S rp L32*, *40S rp s12* and *60S rp L12*) and those in the cytoplasm (e.g. *40S rp s16*, *60S rp L3*, *60S rp L29*, *60S rp L30*, *60S rp L44*, *rp s6 kinase beta 2*), suggesting an overall reduction in ribosome constituents in the MS+ lice.

#### General stress response genes

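In the study's list of general stress response transcripts (198 probes), 48 probes were higher and 150 lower for MS, and the same numbers were higher and lower for EMB.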

A total of 150 transcripts were overexpressed in both the MS+ and EMB+ treatment groups (main effects, no interaction effect). These were enriched for protein folding and ATP binding functions (Table 2; Additional file 2). Overexpressed transcripts included several previously associated with stress in *L. salmonis* such as *60 kDa heat shock protein mitochondrial*, *DnaJ homolog subfamily A member 1*, *heat shock 70 kDa protein cognate 4*, *heat shock protein 90-alpha*, *heat shock cognate protein 90-beta* and T-complex proteins (TCP) *TCP-1-alpha*, *TCP-1-beta*, *TCP-1-epsilon*, *TCP-1-theta*, and *TCP-1-zeta* (Additional file 1; [29]). 

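All 24 probes of the 10 named transcripts were higher in MS+ and in EMB+ pools, and 20 passed both thresholds for MS and 19 for EMB. Heat shock 70 kDa protein cognate 4 (7 probes) had a mean log2 fold change of 0.77 for MS and 0.71 for EMB (SD between arrays 0.36), and HSP 90-alpha (2 probes) of 0.65 and 0.88 (SD 0.31). For DnaJ homolog subfamily A member 1 (3 probes) the means were 0.63 and 0.67 (SD 0.33), and for the mitochondrial 60 kDa heat shock protein 0.63 and 0.59 (SD 0.23). HSP 90-beta changed by 0.61 and 0.81 (SD 0.34). Among T-complex proteins, the means for MS and EMB were 0.62 and 0.66 for alpha, 0.73 and 0.62 for beta, 0.60 and 0.63 for epsilon, 0.89 and 0.76 for theta, and 0.89 and 0.70 for zeta. All 24 probes had a limma adjusted p under 0.05 for either effect, also adjusted over the list alone.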

Fold changes of these transcripts were more modest than those of MS-specific response genes, and were typically in the range of 1.5- to 2.1-fold (Additional file 1).

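The fold changes of these 24 probes were 1.48 to 2.04 for MS and 1.47 to 1.93 for EMB. Over the 48 higher probes of the general stress list the median fold change was 1.65 for MS and 1.61 for EMB. For MS, probes called for both effects had a median absolute log2 fold change of 0.80.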

**Table 2:** Unique SwissProt IDs for transcripts differentially expressed by EMB exposure and *F. margolisi* infection

Functional annotation term	Accession ID	Count (# Unique SwissProt IDs)			*P*-value of enrichment	
		MS	EMB	Shared	MS	EMB
Overexpressed contigs						
ATP binding	GO:0005524	25	18	10	4E-04	2E-05
Chaperone	Keywords	16	10	10	2E-08	3E-06
Chaperonin-containing T-complex	GO:0005832	4	4	4	3E-04	5E-05
Chaperonin Cpn60/TCP-1	IPR002423	9	6	6	3E-11	2E-07
Cytosol	GO:0005829	15	11	7	0.002	0.001
Nucleotide-binding	Keywords	31	17	9	2E-05	8E-04
Protein folding	GO:0006457	17	11	11	6E-10	3E-07
Protein metabolic process	GO:0019538	36	26	15	4E-04	1E-05
Underexpressed contigs						
Disulfide bond	Keywords	20	12	9	2E-05	8E-05
Extracellular region	GO:0005576	17	8	7	1E-05	0.003
Glycoprotein	Keywords	21	15	13	0.005	1E-04
Integral to membrane	GO:0016021	32	17	14	0.005	0.005
Peptidase activity, acting on L-amino acid peptides	GO:0070011	13	8	7	7E-04	0.002
Peptidase S1 and S6, chymotrypsin/Hap	IPR001254	6	4	3	6E-04	0.004
Protease	Keywords	13	8	7	8E-04	0.002
Serine protease	Keywords	8	6	5	8E-05	9E-05
Secreted	Keywords	13	8	7	1E-04	5E-04
Substrate-specific transmembrane transporter activity	GO:0022891	10	6	5	0.02	0.03
Transmembrane	Keywords	32	17	14	3E-04	0.001

Transcripts (unique SwissProt IDs only) from each main effect list (2-way ANOVA; *p* < 0.01; FC ≥ 1.5 main effect and no interaction effect) were analyzed independently and then compared for similar functional enrichments including Gene Ontology (GO), InterPro (IPR), and SP_PIR_Keyword (Keywords; [61–63]. The numbers of transcripts responding to both stressors are displayed in the shared count column. See Additional files 1 and 2 for transcript IDs and SwissProt accessions for each functional term

Underexpressed general stress response transcripts included seven proteases (e.g. *trypsin-1*, *neprilysin-11*, *carboxypeptidase B*, and *hypodermin-B*; Table 2; Additional file 1). 

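The 8 probes of the 4 named proteases were lower for MS and for EMB, with log2 fold changes of -1.45 to -0.67 for MS and -1.34 to -0.60 for EMB. Trypsin-1 (3 probes) had a mean of -1.35 for MS and -1.14 for EMB (SD between arrays 0.61), and carboxypeptidase B (2 probes) of -0.87 and -0.78 (SD 0.41). Neprilysin-2, the description in the study's list, had -0.71 and -0.70 over 2 probes (SD 0.36). Hypodermin-B, at -0.88 and -0.60 (SD 0.48), did not pass the signal filter. Of the 8 probes, 7 passed both thresholds for either main effect, and 4 of these were taken out because they passed those for an interaction. With limma, 7 had an adjusted p under 0.05 for either effect, also adjusted over the list alone.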

All underexpressed proteases were annotated as secreted by SP_PIR_Keyword, and this list was enriched for peptidase activity acting on L-amino acid peptides (Table 2). Furthermore, multiple solute carrier (SLC) family members were underexpressed including *high affinity copper uptake protein 1* (*slc31A1*), *solute carrier family 15 member 1* (*slc15A1*) and *sodium-dependent phosphate transport protein 2B* (*slc34A2*). These transcripts, and others, enriched the GO category substrate-specific transmembrane transporter activity (Table 2). 

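The 6 probes of these 3 transcripts were lower for both effects. High affinity copper uptake protein 1 (2 probes) had a mean log2 fold change of -1.27 for MS and -1.13 for EMB (SD between arrays 0.64). For sodium-dependent phosphate transport protein 2B (3 probes) the means were -0.63 and -0.67 (SD 0.42), and solute carrier family 15 member 1 changed by -0.86 and -0.77 (SD 0.51) and also passed the thresholds for an interaction. All 6 had a limma adjusted p under 0.05 for either effect, also adjusted over the list alone.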

Transporters were underexpressed in MS+ lice and in EMB+ lice, and five of these were underexpressed in both groups.

#### Interacting stressor response genes

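With an unadjusted p limit of 0.01 for the interaction and a fold change limit of 1.5 in at least 1 of the 5 pairwise comparisons that Additional file 1 lists, limma called 353 probes. The study's interaction list covers 290 contigs, and 239 of its probes were called here. Each listed probe changed in the listed direction between MS+/EMB+ and MS-/EMB-. After Benjamini-Hochberg adjustment at 0.05, 16 probes had an interaction by limma and 12 of these also passed the fold change limit, the alternative that moved the number most by ratio. The adjusted number was unstable: with each array left out in turn it was between 0 and 201, and with median centring it was 1188, where 879 probes were called. At an unadjusted p under 0.05 there were 1876, and 1107 with slide and array position as blocks. The number of calls with these blocks was 173, against 353 without them.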

The expression of 290 transcripts showed a significant interaction between EMB exposure and MS (*p* < 0.01 and FC ≥ 1.5; Fig. 4). 

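The listed probes were grouped again by k-means (k = 6, Euclidean distance, 50 iterations) on the rebuilt log2 ratios, and the adjusted Rand index against the study's clusters was 0.916. It was 0.764 on probe-centred values and 0.969 on the authors' processed values. Of the 66 probes of cluster B, 65 fell into 1 group, which held 71 probes.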

The expression similarities among these transcripts were characterized by *k*-means clustering to separate them into six general patterns (clusters A-F; Fig. 5). Transcripts in clusters A, C, and E were overexpressed and B, D, and F were under-expressed in at least one of the treatment groups relative to the controls.

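For each cluster, the log2 ratios of its listed probes were averaged per array and set relative to the mean of MS-/EMB-. Cluster C (8 probes) was 0.75 ± 0.39 (SD, n = 7 arrays) in MS-/EMB+ and 0.59 ± 0.35 in MS+/EMB- but -0.17 ± 0.22 in MS+/EMB+. Against MS-/EMB-, exact permutation tests (7 against 7, two-sided) gave p = 0.00699, p = 0.0181 and p = 0.375. Cluster D (68 probes) was -0.35 ± 0.16 in MS-/EMB+, -0.47 ± 0.17 in MS+/EMB- and -0.07 ± 0.18 in MS+/EMB+ (exact permutation tests, p = 0.00117, p = 0.000583 and p = 0.357). Benjamini-Hochberg adjusted over the 18 such tests, the values for the single stressors were 0.014 and 0.0325 for cluster C and 0.00262 and 0.00175 for cluster D. The study chose these probes on the same samples, so the tests are not independent evidence. Calls here included 6 of the 8 probes of cluster C and 39 of the 68 of cluster D. Of the alternatives, slide and array position as blocks moved the median log2 fold change of a cluster in MS+/EMB+ most, from -0.45 to -0.72 for cluster C.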

**Fig. 5:**
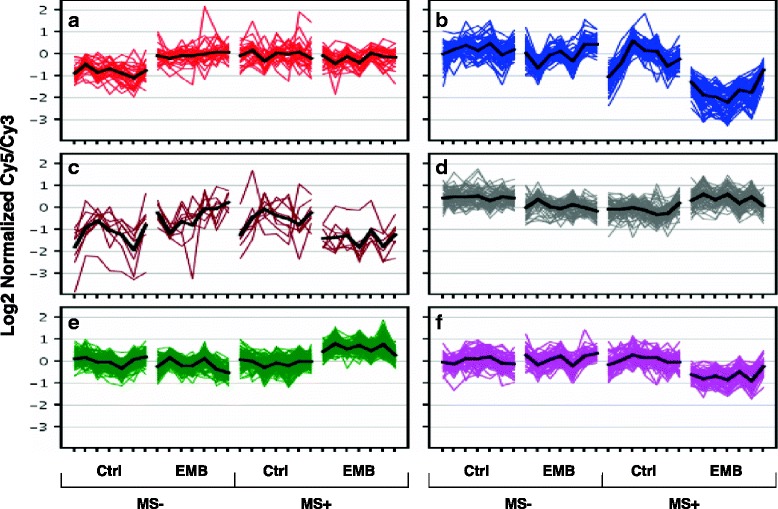
Stressor interacting genes clustered by expression profiles. Transcripts (*n* = 290) responding to MS or EMB differently depending on the presence of the second stressor (i.e. significant interaction effect) as characterized by *k*-means clustering of expression levels in six clusters (A-E; *k* = 6). Mean expression profiles are represented by the *black lines* for each cluster

The majority of the transcripts with significant interaction effects belong to two classes. 

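The 32 probes of cluster A averaged 0.68 ± 0.10 (SD, n = 7 arrays) above MS-/EMB- in MS-/EMB+, 0.66 ± 0.15 in MS+/EMB- and 0.55 ± 0.16 in MS+/EMB+. In each of the 3 conditions all 7 arrays lay above every MS-/EMB- array (exact permutation tests, p = 0.000583 each, the smallest that 7 against 7 allow). The sum of the single effects was 1.34, so the double stressor was -0.78 from it. MS+/EMB+ was not distinguishable from MS-/EMB+ (exact permutation test, p = 0.119) or from MS+/EMB- (p = 0.223). Limma called 24 of the 32 probes for the interaction. Its unadjusted p was under 0.05 for 32 of the 32 and its Benjamini-Hochberg adjusted p for 0.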

Genes in cluster A (32/290 transcripts; Fig. 5) had equal overexpression in both single stressors (MS or EMB) but were not overexpressed additively in the double stressor condition (MS+/EMB+). These transcripts were similar to the general stress response genes described above, including *calreticulin*, *Dnaj homolog subfamily B member 11*, and *stress-induced-phosphoprotein 1* (Additional file 3). 

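Calreticulin (4 probes) had a mean log2 fold change of 0.93 in MS+/EMB-, 0.84 in MS-/EMB+ and 1.03 in MS+/EMB+, each against MS-/EMB- (SD between arrays 0.24). For stress-induced-phosphoprotein 1 these were 0.88, 1.00 and 1.20 (SD 0.26), and for DnaJ homolog subfamily B member 11 they were 0.72, 0.69 and 0.62 (SD 0.33). Exact permutation tests of MS+/EMB+ against MS-/EMB- gave p = 0.000583 for the first 2 and p = 0.0128 for the last. All 6 probes passed both thresholds for the interaction. Their limma adjusted interaction p was under 0.05 for 0 of 6 over all probes and for 6 of 6 unadjusted or adjusted over the list alone. The study chose these probes for an interaction on the same arrays, so the latter counts are not independent evidence.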

The second main class included transcripts in clusters E (101/290) and F (49/290), that were only affected in the double stressor group (EMB+/MS+) (Fig. 5). 

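Cluster E (125 probes) was -0.16 ± 0.26 in MS-/EMB+, -0.05 ± 0.13 in MS+/EMB- and 0.51 ± 0.21 in MS+/EMB+ (SD, n = 7 arrays). Only the double stressor differed from MS-/EMB- by an exact permutation test (p = 0.00117, against 0.21 and 0.571), with 6 of 7 arrays above every MS-/EMB- array. Cluster F (55 probes) was 0.10 ± 0.21, 0.04 ± 0.14 and -0.60 ± 0.21 in that order, and the double stressor again differed (exact permutation test, p = 0.000583, against 0.32 and 0.577), with all 7 arrays below. Calls here included 66 of the 125 probes of cluster E and 38 of the 55 of cluster F. With slide and array position as blocks the median log2 fold change of cluster F in MS+/EMB+ was -0.80, lower than the -0.57 without them by more than the spread between arrays.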

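All 11 probes of 7 transcripts named for cluster E were higher in MS+/EMB+ than in MS-/EMB-, and 5 passed both thresholds for the interaction. Catalase (2 probes) had a mean log2 fold change of 0.83 (SD between arrays 0.32), DnaJ homolog subfamily A member 1 (1 probe) of 0.78 (SD 0.34) and myosin light chain alkali (2 probes) of 0.61 (SD 0.40). Smaller changes were found for heat shock protein 81-1 (0.52, SD 0.32), tropomyosin (0.47, SD 0.34) and myosin heavy chain, muscle (3 probes, 0.45, SD 0.46). For muscle M-line assembly protein unc-89 the change of 0.18 was within the spread between arrays (SD 0.39, exact permutation test, p = 0.28). The limma adjusted interaction p was under 0.05 for 0 of 11 probes, and for 11 of 11 unadjusted or adjusted over the list alone. The latter follows from the study's choice of these probes on the same arrays.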

Cluster E included overexpressed *catalase*, *DnaJ homolog subfamily A member 1*, *heat shock protein 81–1*, or structural transcripts such as *myosin heavy chain*, *myosin light chain alkili*, *muscle M-line assembly protein unc-89*, *tropomyosin*, and many others (Additional file 3). Cluster F included transcripts only underexpressed in MS+/EMB+ lice such as the transporters *slc25A36*, *protein spinster*, and *RhGB*. 

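Solute carrier family 25 member 36 fell by 0.44 on the log2 scale in MS+/EMB+ (SD between arrays 0.29, exact permutation test, p = 0.0157), protein spinster by a change of -0.40 (SD 0.22, p = 0.00175 by the same exact test) and ammonium transporter Rh type B-B (RhGB) by -0.41 (SD 0.18, exact permutation test, p = 0.00524). In MS+/EMB- the changes were 0.21, 0.18 and -0.05 and in MS-/EMB+ 0.17, 0.11 and 0.11. For 1 of the 3 both thresholds for the interaction were passed. Limma adjusted interaction p was under 0.05 for 0 of 3, and for 3 of 3 unadjusted or adjusted over the list alone, where the choice of probes on these arrays makes this no independent evidence.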

*RhGB* was previously shown to be down-regulated in *L. salmonis* by EMB, cypermethrin, and hyposalinity [30].

Cluster B had the largest fold changes, and contained 48 transcripts 1.8- to 8-fold underexpressed in the double stressor condition (Fig. 5). Some of these transcripts were also slightly downregulated (FC < 2) in MS+ lice. 

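All 66 probes of cluster B were lower in MS+/EMB+ than in MS-/EMB-, with fold changes of -6.48 to -1.86 and a median of -3.12, and 63 fell by more than 2-fold. The mean over the cluster was -1.67 ± 0.43 (SD, n = 7 arrays) on the log2 scale (exact permutation test, p = 0.000583). MS+/EMB+ was also below MS-/EMB+ in all 66 probes (median fold change -2.77) and below MS+/EMB- in all 66 (median -2.45). All 66 probes were called for the interaction, 3 of them with a Benjamini-Hochberg adjusted p under 0.05 from limma.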

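In MS+/EMB- pools the cluster averaged -0.34 ± 0.50 on the log2 scale (SD, n = 7; exact permutation test, p = 0.119), and 4 of 7 arrays lay below every MS-/EMB- array. Of the 66 probes, 61 were lower than in MS-/EMB-, 11 by more than 1.5-fold and 0 by more than 2-fold. In MS-/EMB+ pools the average was -0.15 ± 0.35 (exact permutation test, p = 0.315), with 51 probes lower and 1 by more than 1.5-fold. The sum of the single effects was -0.49, and the interaction on the cluster mean was -1.17 (permutation test of the interaction, p = 0.00043).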

Cluster B largely contained serine-type endopeptidases including those annotated as *trypsin-1* (9 different contigs), *anionic trypsin-1*, *chymotrypsin A chain C*, *chymotrypsin BI* (2 different contigs), *hypodermin-B*, *ovochymase-1*, and *collagenase* (Fig. 6; Additional file 3). Also included were other degradative enzymes such as *cathepsin-L light chain*, *cathepsin-D*, and *carboxylesterase* (2 different contigs), and detoxification-related transcripts such as *cytochrome p450 2 J2* and *carboxypeptidase B* (4 different contigs). 

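The 21 probes of the 7 named endopeptidases were lower in MS+/EMB+ than in MS-/EMB-, with log2 fold changes of -2.70 to -0.96, and all 21 were called for the interaction. Means were -2.61 for anionic trypsin-1 (2 probes, SD between arrays 0.59), -1.72 for trypsin-1 (11 probes, SD 0.44), -1.69 for collagenase (SD 0.61), -1.67 for ovochymase-1 (SD 0.62), -1.56 for chymotrypsin BI (4 probes, SD 0.33), -1.29 for chymotrypsin A chain C (SD 0.59) and -1.23 for hypodermin-B (SD 0.46). By exact permutation tests against MS-/EMB-, p was 0.000583 for 6 of the 7 and 0.00117 for chymotrypsin A chain C. No probe had a limma adjusted interaction p under 0.05 over all probes, while 21 of 21 did unadjusted or adjusted over the list alone. Because the study picked these probes for an interaction on the same arrays, the latter is not independent evidence.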

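Cathepsin D (2 probes) had a mean log2 fold change of -2.28 in MS+/EMB+ (SD between arrays 0.53), cathepsin L light chain of -1.64 (SD 0.44), carboxypeptidase B (7 probes) of -1.54 (SD 0.36), cytochrome P450 2J2 of -1.42 (SD 0.37) and carboxylesterase (2 probes) of -1.03 (SD 0.37). All 13 probes were called for the interaction. Limma's adjusted p for it was under 0.05 for 1 of 13 over all probes, and for 13 of 13 adjusted over the list alone, which is circular in the same way.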

Of the 34 annotated transcripts in Cluster B, 22 were annotated with the SP_PIR_Keyword secreted, 16 of which contained at least one trypsin-like protease domain (CDD: smart00020, NCBI).

**Fig. 6:**
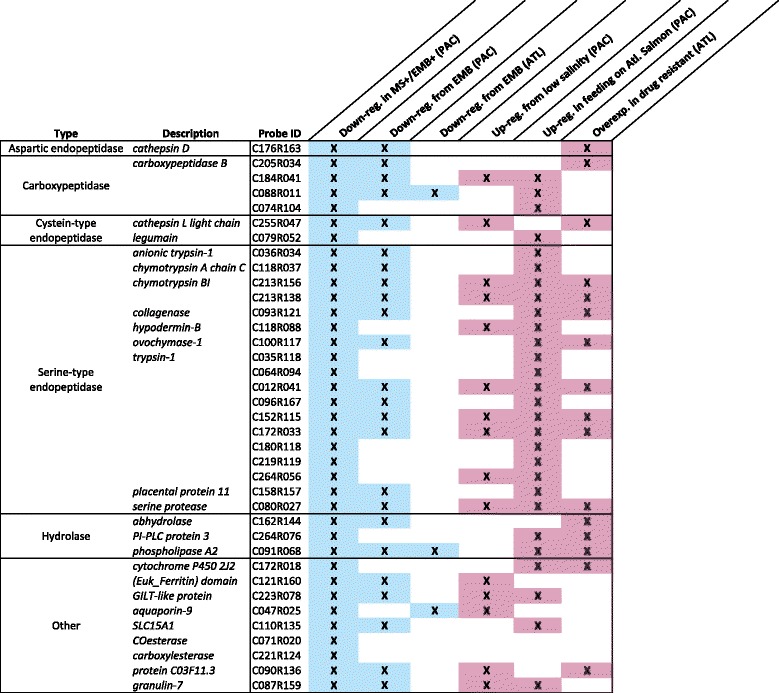
Multiple experiment analysis of double stressor down-regulated genes. The 48 transcripts in Cluster B were underexpressed in all EMB+/MS+ lice compared to other groups (interaction effect, *p* < 0.01 and FC ≥ 1.5). Using these transcripts, a cross-experiment comparison was performed with previously published *L. salmonis* transcriptome data, which indicated that these transcripts may be involved in feeding, stress responses, and drug resistance. Only annotated transcripts are shown. Further information on the transcripts in Cluster B and the studies with similar transcripts can be found in Additional file 4

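In 59 of the 66 probes all 7 MS+/EMB+ arrays lay below every MS-/EMB- array, and in 10 they lay below every array of the other 3 conditions, although the study chose these probes on the same arrays for their pattern in MS+/EMB+. For the mean over the cluster, MS+/EMB+ arrays had values of -2.14 to -0.85, and the lowest of the other arrays was at -1.12. All but 1 of the MS+/EMB+ arrays (6 of 7) lay below all arrays of the other conditions.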

Transcripts within cluster B were further compared with other published *L. salmonis* microarray datasets due to their putative secreted degradative enzyme function. Of the 48 unique transcripts (based on unique contig identifiers), 36 were overexpressed in actively feeding lice relative to starved lice (Fig. 6; [31]), 20 transcripts were overexpressed in EMB-resistant relative to EMB-sensitive Atlantic lice, and 32 transcripts were down-regulated by 50 ppb EMB exposure in pre-adult Pacific lice [32]. Furthermore, 20 transcripts were affected in Pacific copepodids by hyposaline conditions (Fig. 6 and Additional file 4) [29]. These genes may therefore be important for a range of processes, including feeding, stress response and drug resistance.

### Microsporidian genes on the salmon louse microarray

Archived individual transcriptome profiles of pre-adult Pacific salmon lice exposed to very low concentrations of EMB that did not affect the transcriptome (GEO accession: GSE73734; [33]) were tested for the presence of *F. margolisi* using PCR probes (see Methods). Of the 40 samples, 22 (55%) were MS+ and 18 were MS-, permitting the analysis of genes affected by MS within these pre-adult individuals.

In the pre-adult transcriptomes, few differences were observed between MS+ and MS- individuals (Additional file 5). However, the expression of 20 transcripts was detected in all 22 MS+ individuals, but not in any of the 18 MS- samples (i.e. 100% of MS- samples had a Cy5 value below the QC filter background). Interestingly, these transcripts did not pass background fluorescence thresholds in any of the copepodid samples from the previously described MS/EMB study, regardless of MS infection status. 

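The signal of these probes in copepodids was examined without a signal filter. Additional file 5 lists 36 probes of 20 contigs that rose more than 5-fold in MS+ pre-adults of both sexes. In copepodids 0 of the 36 passed the filter of the methods, and in 0 array and probe pairs did both channels reach 500. In Cy5 alone, which carried the copepodid RNA, 42 of 504 pairs in MS+ arrays (8.33%) and 3 of 504 in MS- arrays (0.595%) reached 500. Compared with the 99th percentile of the 153 negative control spots of each array (146 to 258), 53.4% of pairs were above it in MS+ and 4.17% in MS- arrays, a comparison added after the data were seen. The log2 ratio averaged over the 36 probes was 0.35 ± 0.12 (SD, n = 14 arrays) in MS+ and -0.35 ± 0.05 (SD, n = 14) in MS- arrays (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). No MS+ array (0.18 to 0.66) overlapped the MS- arrays (-0.44 to -0.25). The highest value, in MS+/EMB+ replicate 5, rests on 1 spot (probe C060R066) with no Cy3 signal above background, whose Cy3 value was set to 1 and whose log2 ratio was 13.65. Without this probe, left out after the data were seen, that array had a mean of 0.29, the MS+ arrays averaged 0.32 ± 0.09 (SD, n = 14, range 0.14 to 0.53) and the MS- arrays -0.36 ± 0.05 (SD, n = 14, range -0.43 to -0.28). The difference was then 0.68 (permutation test, p = 1e-05), and 0.57 to 0.78 within slides and positions. With all 36 probes it was 0.55 to 0.94 within each of the 6 slides with both statuses, and 0.77, 0.75 and 0.64 within positions 1, 3 and 4. In 33 of the 36 probes the mean was higher in MS+, and in 5 the log2 ratios of the arrays did not overlap, at the chance share given above for 14 against 14 arrays. Probe C200R085, listed in Table 3 under an elongation factor, had a Cy5 signal of 77.5 to 218 in MS- and 527 to 1466 in MS+ arrays, at least 3.03-fold higher. Probe C117R146 had 81.7 to 147 in MS- and 336 to 830 in MS+ arrays (at least 2.21-fold), probe C211R043 had 69.7 to 124 and 353 to 729 (at least 1.93-fold) and probe C044R094 had 90.9 to 167 and 332 to 634 (at least 1.72-fold). Probe C186R029 had 47.7 to 305 in MS- (1 of 14 arrays above the negative control level) and 344 to 863 in MS+ arrays (at least 2.14-fold). Lowering the limit on Cy5 to 250 raised the number of pairs to 150, of which 136 were in MS+ and 14 in MS- arrays.

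**Figure D1:**
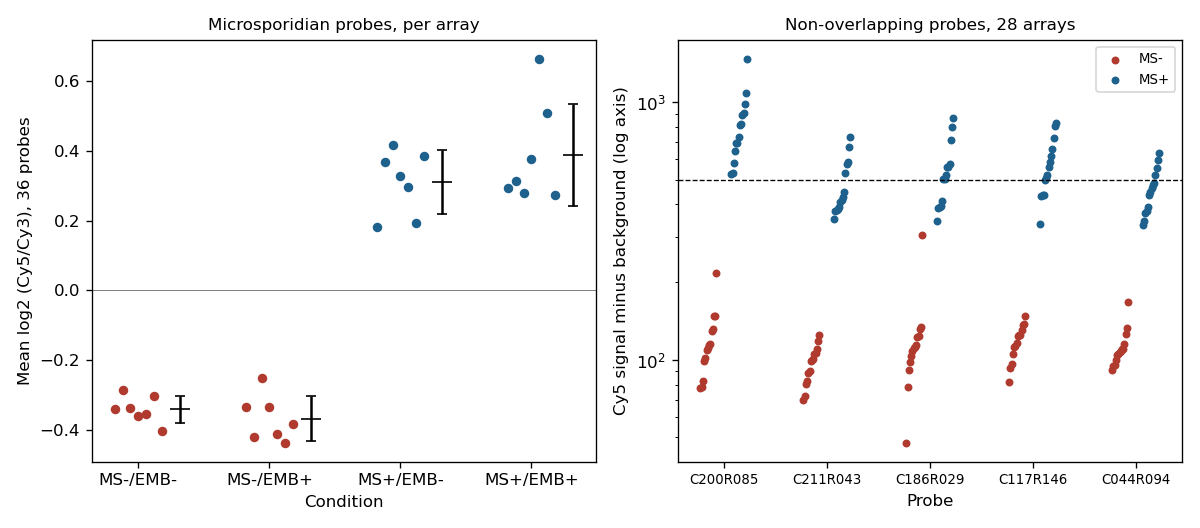
Left, the mean log2 ratio (Cy5/Cy3) of 36 microsporidian probes by condition, with 1 point per array and the mean and SD (bar) of 7 arrays; MS+ arrays lie between 0.18 and 0.66 (0.53 without probe C060R066) and MS- arrays between -0.44 and -0.25. Right, the Cy5 signal minus background (log axis) of the 5 probes whose log2 ratios do not overlap between the 14 MS+ (blue) and 14 MS- (red) arrays; the dashed line marks 500.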

Of the 20 transcripts expressed exclusively in MS+ pre-adults, 14 (70%) were annotated to genes from other microsporidian parasites such as *Spraguea lophii* (4 transcripts) and *Nosema ceranae* (3 transcripts; Table 3). Two of the remaining six transcripts were annotated to the slime mold *Dictyostelium discoideum* and the causative agent of malaria *Plasmodium falciparum*, and four had no annotation. The presence and absence of expression in the MS+ and MS- samples identified on the microarray was validated using RT-qPCR for *subunit alpha of phenylalanyl-tRNA synthetase*, *heat shock protein 90*, and 40*S ribosomal protein S4* (Table 3; Additional file 6).

**Table 3:** Transcripts expressed exclusively in MS+ pre-adult *L. salmonis*, putatively of microsporidia *F. margolisi* origin

Contig ID	SwissProt	E-value	Description	Organism
5725753^a^	S7XG51	4E-76	*Ribosomal S4*	*Spraguea lophii*
5733902^a^	S7XQV3	6E-84	*Beta-tubulin*	*Spraguea lophii*
5722217^a^	A0A0F9Z835	5E-67	*Heat shock 90*	*Nosema ceranae*
5734902^a^	H8Z9X9	3E-56	*Heat shock 90*	*Nematocida parisii*
5725884^a^	A0A0F9WFB6	2E-60	*Heat shock 70*	*Nosema ceranae*
5724134^a^	A0A0B2UJK9	3E-132	*Phenylalanyl-tRNA synthetase alpha*	*Ordospora colligata*
5729536^a^	A0A059EU36	9E-129	*Ribosomal S4*	*Anncaliia algerae*
5727693^a^	L7JXU0	0	*Elongation factor 2*	*Trachipleistophora hominis*
5723341^a^	Q25002	1E-153	*Elongation factor 1*	*Glugea plecoglossi*
5727856^a^	S7XVR1	7E-75	*Heat shock 70*	*Spraguea lophii*
5726266^a^	A0A0F9WBW4	2E-116	*Tubulin alpha*	*Nosema ceranae*
5722879^a^	S7XU13	7E-155	*Diphosphate reductase*	*Spraguea lophii*
5,727,653	Q553P2	3E-11	*Uncharacterized*	*Dictyostelium discoideum*
5734574^a^	C8CG41	4E-9	*Polar tube protein*	*Antonospora locustae*
5,724,095	W4J6D6	5E-9	*Uncharacterized*	*Plasmodium falciparum*
5733921^a^	E0S8Y5	4E-14	*Uncharacterized*	*Encephalitozoon intestinalis*

Annotation using e < 10E-5 with UniProt BLASTx [68]

^a^Contig sequence best aligns with another microsporidian sequence

The exclusive presence of these transcripts in MS+ individuals, combined with their annotation to genes from other microsporidian species suggests that they are not from *L. salmonis* but rather of microsporidia origin in the original samples used to create the microarray. The concordance in profiles between the diagnostic primers [28], microarray probes, and RT-qPCR primers suggests that these sequences may be useable to screen for the presence of *F. margolisi* in individual adult *L. salmonis* samples, but not in copepodid pools. These probes will be flagged as microsporidian origin in future updates of the 38 k microarray annotation file.

## Discussion

Microsporidia can have large effects on their hosts and have potential as biological control agents in pest management. In this study, we demonstrate that *Facilispora margolisi*, a parasite of *L. salmonis* in the Eastern Pacific Ocean [28], is vertically transmitted and has stage-specific impacts on host energetic and structural gene expression. Infection was associated with transcriptomic evidence of a stress response in copepodids, which was absent in the pre-adults. However, infection with *F. margolisi* did not affect the number of *L. salmonis* copepodids able to attach and moult on Chum Salmon. Combinations of drug and MS infection impacted transcripts previously identified as related to feeding and drug response and resistance. These results are discussed below in terms of the evolution and biology of key traits in salmon lice.

### Microsporidia transmission and stage-specific effects

Vertical transmission of microsporidia is common in other crustacean hosts and can be the sole means of transmission [34] or as part of a mixed transmission strategy [35]. Vertical transmission of *F. margolisi* was identified using PCR and in situ hybridization to locate the parasite within the ovary and developing embryos of infected *L. salmonis* females and their offspring. Spore dimorphism in *F. margolisi*, specifically the presence of larger spores with longer polar filaments, indicates the possibility of horizontal transmission [28], but this was not yet confirmed experimentally. Vertically transmitted microsporidia generally are less virulent than horizontally transmitted species as they depend on host survival for replication [36]. Nonetheless, vertically transmitted MS can affect host growth [34], and induce male feminization [37], thereby impacting sex ratios [38].

Despite the absence of measurable effects on *L. salmonis* infectivity or development, infection with *F. margolisi* impacted host transcriptomes particularly in larval stages. MS+ copepodids differentially expressed 577 transcripts that were enriched for energetic and stress functions whereas in adults only 123 transcripts were differentially expressed. Of these transcripts, only five were differentially expressed in both developmental stages, including a mitochondrial chaperone *DnaJ homolog subfamily A member 1*, *calreticulin*, and three transcripts without annotation (Additional files 1 and 5). 

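In the study's lists, 5 contigs were affected in both stages, through 5 probes, and 3 probes among those listed for pre-adults (123 probes, 98 contigs) were called for MS in copepodids here. Probe C163R007, without annotation, had a log2 fold change of -1.02 in copepodids (standard error 0.12, limma adjusted p = 1.3e-07). DnaJ homolog subfamily A member 1 (probe C074R065) had 0.66 (standard error 0.15, limma adjusted p = 0.00126) and probe C046R009, without annotation, 0.59 (standard error 0.12, limma adjusted p = 0.000429). Calreticulin (probe C176R114), with 0.55 (standard error 0.10), was just below the fold change limit. The probe C046R009 is not in the study's MS list for copepodids. In pre-adult males the paper's fold changes were -85.8 for C163R007 (-4.48 in females), the same direction as in copepodids, as for probe C137R079 without annotation (-10.9 in males and -38.0 in females, log2 fold change -0.57 in copepodids). They were -1.54 for DnaJ homolog subfamily A member 1, -1.62 for calreticulin and -2.31 for C046R009, the opposite direction to copepodids, as was probe C160R080 without annotation (1.55 in males, log2 fold change -0.53 in copepodids).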

The reason for the reduced host impact at later lice life stages is not known, but it may be related to the reduced virulence required for vertical transmission. Furthermore, copepodids are generally more sensitive to stress than adults. For example, pre-adult *L. salmonis* show a transcriptional response to 50 ppb EMB but not 25 or 10 ppb EMB [32] while copepodids respond at 1 ppb EMB, as observed here. Improved understanding of the sites of microsporidian infections during early copepod development may inform our understanding of the physiological impacts of these infections.

### *Lice response to* F. margolisi

MS+ copepodids underexpressed mitochondrial component genes, including ribosomal subunits and those involved in mitochondrial organization. Close proximity between early stages of *F. margolisi* and mitochondria of *L. salmonis* has been observed [28]. This is a common strategy among microsporidia that results from reduced mitosomes and an inability to generate ATP [2]. Intricate manipulations of the host mitochondria structure, and function permit energy acquisition for microsporidian growth and development [39, 40]. In the host this can cause prolonged energetic stress by up-regulating important metabolic pathways [41–43]. Increased metabolic activity was suggested in this study as MS+ copepodids overexpressed genes involved in cellular respiration and ATP binding while transcripts related to mitochondrial structure were underexpressed. It is therefore possible that *F. margolisi* is associated with manipulation of mitochondrial structure and function in *L. salmonis*.

The overexpression of muscle- and cuticle-related transcripts in *F. margolisi* infected copepodids may also be a result of manipulation by the microsporidia. Mature spores and other developmental stages of *F. margolisi* were observed within striated muscle and subcuticular connective tissue of *L. salmonis* using in situ hybridization, supporting previous findings from electron microscopy [28]. Although there was no indication of an innate immune response against *F. margolisi* in the lice, this may be due to the generally poor annotation of immunity genes in crustaceans [44]. Microsporidian infections are known to impact a variety of immune-related genes in other arthropods [45, 46] and nematodes [47]. Transcripts without annotation accounted for 47% of those affected by MS and may be useful to consider for future studies on biotic stress in *L. salmonis*.

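In the study's MS list 376 of 786 probes (47.8%) and 271 of the contigs (47.0%) carried no annotation. Among the MS calls here, with each contig represented by its probe with the smallest p, the 3 largest decreases were in C064R144, C230R085 and C115R170, all without annotation. Other probes of represented contigs fell further, the lowest being C066R109 of the same contig as C115R170. For C115R170 the log2 fold change was -2.70 (standard error 0.14, limma adjusted p = 2.7e-15).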

### Non-additive impacts on lice hosts from parasiticide and microsporidia

Our observed interactions between drug treatment and microsporidian infection may be important in understanding the development of drug resistance in *L. salmonis*. In this study, differences from controls in the transcriptome of MS+ *L. salmonis* exposed to EMB were greater than differences from either stressor alone, and a total of 290 transcripts showed differential expression in a non-additive manner. In the western honey bee *Apis mellifera*, additive impacts were observed between MS infection and chemical exposure that resulted in changes to fitness costs depending on the mechanism of drug resistance [48]. Pesticide exposure may also affect microsporidian virulence and host susceptibility, as in *Flabelliforma magnivora* and *Nosema ceranae* infecting *Daphnia magna* [49] and *A. mellifera* [50], respectively.

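Probes called for an interaction were ranked by MS+/EMB+ against MS-/EMB-, with each contig represented by its probe with the smallest p. The largest decreases among them were in trypsin-1 and anionic trypsin-1. Log2 fold changes were -2.70 (trypsin-1, probe C096R167), -2.67 (trypsin-1, probe C015R068) and -2.64 (anionic trypsin-1, probe C199R079). The standard errors of the interaction, not of these fold changes, were 0.43, 0.43 and 0.41 in that order. All 7 MS+/EMB+ arrays lay below all 7 MS-/EMB- arrays in each. The largest increase was in probe C193R065, without annotation (2.25, standard error of its interaction 0.50), which was also higher in the single stressors.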

The largest fold changes between MS+/EMB+ lice and controls were for transcripts in cluster B (Fig. 5), which were underexpressed in only the MS+/EMB+ lice. These specific transcripts are also involved in feeding [31], stress response [29], and EMB resistance [32]. Braden et al. [31] found 36 of the 48 cluster B transcripts to be underexpressed after 24 h and 48 h of starvation (Additional file 4). Based on annotation, these transcripts may be involved in feeding and digestion, as well as host immunosuppression (Fig. 6) and included 16 trypsin-like serine proteases. Trypsin-like serine proteases are present in lice secretions [51–53] and many of these transcripts were most highly expressed in the gut relative to other tissues [54]. Another transcript from this cluster, *hypodermin B*, inhibits the activation of complement component C3 *in vitro* [55] and may therefore play a role in immunomodulating salmonid hosts. Although *F. margolisi* infection or EMB exposure alone had minimal effects on these transcripts, in combination they resulted in underexpression (FC = 1.5–8.0). Future studies should address the localized effects of *F. margolisi* infection based on large gene expression changes associated with infected lice tissues (i.e. muscle, cuticle, mitochondria, and glandular tissue) (Fig. 1 and [28]) in order to determine possible interactive effects of microsporidia infection and louse feeding, digestion, mobility, moulting, energy expenditure, and overall fitness.

In addition, 32 of the 48 cluster B transcripts were also found to be down-regulated from an exposure to 50 ppb EMB in Pacific pre-adult lice, and overexpressed in an EMB resistant Atlantic *L. salmonis* population (Additional file 4; [32]). Resistance to EMB occurs in *L. salmonis* in the Northeast and Northwest Atlantic Ocean while lice in the Pacific subspecies remain sensitive [23, 56]. Although there is no evidence that the presence of *F. margolisi* contributes to the maintenance of EMB sensitivity in the Pacific lice, the correlation and the non-additive impacts of *F. margolisi* and EMB on genes involved in stress, feeding, and host attachment indicate the need for further research to better understand a role of microsporidian infections on drug tolerance, selection, and fitness.

### Non-host material in next-generation sequencing data

We identified a set of 20 transcripts within the *L. salmonis* microarray that most likely belong to the microsporidian *F. margolisi*. The presence of non-host material in a sequence database highlights the importance of identifying and/or removing non-target eukaryotic sequences from assemblies, as wild individuals or lines with persisting, vertically transmitted intracellular eukaryotic parasites represent a mixture of organisms [57]. These microsporidian-like transcripts were only detectable in cDNA generated from MS+ pre-adults, but not in that from MS+ copepodids, potentially indicating stage-specific expression of *F. margolisi* genes or a higher effective microsporidian load in pre-adult lice. 

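The 29 probes of the 16 contigs in Table 3 that Additional file 5 lists had a mean log2 ratio 0.65 higher in MS+ than in MS- copepodid arrays, again without overlap (permutation test, p = 1e-05, the smallest it can give). In Cy5, 33 of 406 pairs of array and probe reached 500 in MS+ and 3 of 406 in MS- arrays. By condition, the mean log2 ratio of the 36 probes was -0.34 ± 0.04 in MS-/EMB-, -0.37 ± 0.06 in MS-/EMB+, 0.31 ± 0.09 in MS+/EMB- and 0.39 ± 0.15 in MS+/EMB+ (SD, n = 7 each). No difference between MS+/EMB+ and MS+/EMB- could be shown (exact permutation test, p = 0.283, and p = 0.478 without probe C060R066).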

Future RNA-sequencing studies can potentially use these genes to quantify microsporidian infections in *L. salmonis* as was done with microsporidia of humans [14].

## Conclusions

Although *F. margolisi* induced a stress-like transcriptomic response in copepodids of *L. salmonis*, signatures of stress were absent in pre-adults and the infection did not cause changes in salmon lice development or infection potential towards fish hosts. Collectively our observations of limited impacts within the later developmental stages are consistent with vertical transmission of the microsporidian and its high prevalence within *L. salmonis* populations. However, the non-additive effects from combinations of microsporidia infection and parasiticide treatment merit further study. In addition to microsporidia, the salmon louse also hosts viruses [58] and bacteria [59] and the present observations indicate a need to better understand the possible influence of hyperparasitism with respect to copepod sensitivity to parasiticides as well as the confounding effects these infections may have on transcriptomic studies.

## Methods

### Animals

Ovigerous *Lepeophtheirus salmonis* were collected from wild adult Chum Salmon (*Oncorhynchus keta*) captured in a regulatory test fishery or from farmed Atlantic Salmon (*Salmo salar*) during harvest and maintained in aerated seawater at 10 °C for no longer than 48 h before processing.

Chum Salmon from the Nanaimo River Hatchery were reared from swim-up fry in a mixture of freshwater and seawater (9.2 °C – 10.0 °C) and provided a daily ration of commercial pellets.

### Culture of *L. salmonis* larvae

Four experiments (Exp. 1–4) were conducted in which the *F. margolisi* infection status of individual adult female *L. salmonis* and their nauplius or copepodid offspring were determined and compared (Table 1). For each experiment between 20 and 40 ovigerous copepods bearing two intact and pigmented egg strings were selected. From each, one egg string was placed into a sterile flask containing 300 mL of aerated seawater and incubated at 10 °C for 6 to 8 days. The second egg string and the anterior third of the cephalothorax were preserved separately in 95% ethanol and the remainder of the specimen was preserved in neutral buffered 10% formalin (NBF). All dissections were conducted using tools rinsed sequentially with 4% sodium hypochlorite, water and 95% ethanol between specimens. The infection status of each specimen was determined from separate polymerase chain reactions (PCR, *see below*) of the cephalothorax and egg-string.

In Exp. 1, 20 larval cultures were separately filtered through 47 mm cellulose acetate/cellulose nitrate membranes with a pore size of 8.0 μm (EMD Millipore). The membranes were flash-frozen in liquid nitrogen and stored at −80 °C for subsequent PCR analysis. In Exp. 2, 24 larval cultures were pooled according to infection status of the source copepod. The numbers of copepodids and nauplii in each pool were determined by microscopic examination and used to infect naïve salmon (*see below*). In Exp. 3, 40 larval cultures were separately pooled according to infection status of the source copepod and fixed in NBF for 24 h followed by storage in 70% ethanol for in situ hybridisation assays (*see below*). In Exp. 4, 40 larval cultures were pooled according to the *F. margolisi* infection status of the source copepod. Each pool was divided into 16 sub-pools, 14 of which were maintained in aerated seawater for use in the emamectin benzoate (EMB) exposure study (*see below*) while the remaining two pools from each of infected and uninfected females were filtered and stored as above for PCR confirmation.

### Polymerase chain reaction (PCR) detection

DNA was extracted from ethanol-preserved specimens using the DNeasy Animal Tissue protocol (Qiagen), as per manufacturer’s instructions. A region of *F. margolisi* SSU rDNA was amplified with PCR as described by [28]. Samples were scored *F. margolisi* positive (MS+) or negative (MS-) using 1.5% agarose gel electrophoresis.

### Exposure of salmon to *L. salmonis*

Juvenile Chum Salmon (11.0 ± 0.3 g; *n* = 6 per tank) were acclimated for 6 days in duplicate 30-L tanks containing aerated seawater at 30 ppt and 9 °C, flowing at 1 L min^−1^. Fish in each tank were exposed to 1570 and 1680 7-day post hatch (dph) copepodids derived from infected and uninfected female copepods (Exp. 2, above), respectively, using the method described earlier [60]. At 15 dph, the salmon were euthanized by immersion in 200 mg L^−1^ tricaine methane sulphonate and all copepods were removed and stored in 95% ethanol. Each copepod was assessed microscopically for stage of development and for the presence of *F. margolisi* by using PCR.

### Histology

NBF-preserved specimens from Exp. 3 were processed routinely for histology and subsequent microscopic examination as previously described [28]. During processing the larvae were aggregated prior to embedding to facilitate detection. Sections of 5 μm were applied to uncoated or silane coated glass microscope slides and stained routinely (Gram or Giemsa stains), or processed for in-situ hybridisation, respectively.

### *In-situ* hybridization probe design, synthesis and assay

An 84 bp region of the *F. margolisi* SSU rRNA gene was amplified (see primers in Additional file 6) to serve as template for subsequent digoxygenin (DIG) labelling reactions using a probe synthesis kit (Roche Applied Science). Each reaction contained 2 μl of genomic DNA, 1× PCR reaction buffer (Invitrogen), 1.5 mM MgCl2 (Invitrogen), 0.2 mM of each dNTP, 0.025 U/μl of Platinum® *Taq* DNA polymerase (Invitrogen), and sterilized water. Positive (*F. margolisi* DNA) and negative (water) controls were included alongside all reactions. The PCR profile consisted of 95 °C for 5 min, 35 cycles at 95 °C for 30 s, 55 °C for 30 s, and extension at 72 °C for 2 min, followed by a final extension at 72 °C for 10 min. Amplified PCR products were visualized on ethidium bromide stained, 1% agarose gels. PCR products were purified using QIAquick® PCR Purification Kit (Qiagen) and quantified with NanoDrop-1000 Spectrophotometer. DIG-labelling reactions were carried out according to the manufacturer’s instructions using 30 ng of purified PCR product with the same primers and thermal profile as the conventional PCR and DIG labelled products were purified as described above.

The ISH protocol was adapted from earlier work (Antonio et al. 1998, Jones et al. 2003). Tissue sections on silane-coated slides were routinely deparaffinized and permeabilized with 20 ng/μl of proteinase K (Qiagen) for 10 min. Sections were incubated with 50 μl of hybridization buffer (5.1 ml deionised formamide, 2.0 ml 20× standard saline citrate (SSC; 3 M NaCl, 0.3 M sodium citrate, pH 7.0), 2.0 ml 5% dextran sulphate, 0.5 ml denatured sperm DNA (10 mg/ml), 0.2 ml 50× Denhardt’s solution (1% acetylated BSA, 1% polyvinylpyrrolidone, and 1% Ficoll 400 in molecular biology grade water) and 25 μl 10% SDS per 10 ml of solution) for 1 h at 37 °C. A volume of 50 μl of digoxygenin (DIG) - labelled probe (0.1 ng/μl in hybridization buffer) was placed on each tissue section. Hybridization, formazan precipitation, and probe visualization were performed at 37 °C following an established protocol [61]. Controls included sections from PCR-negative copepods stained with DIG - labelled probe and sections from PCR-positive copepods stained with unlabelled probe.

### Exposure to EMB and extraction of RNA

Four experimental conditions were tested (Exp. 4) based on the presence of the microsporidian *F. margolisi* (MS+ or MS-) and EMB (EMB+ or EMB-). These conditions are labeled as MS+/EMB+, MS+/EMB-, MS−/EMB+, MS−/EMB-, and each with seven biological replicates. Each replicate was a flask containing between 50 and 75 copepodids. EMB (Sigma-Aldrich) was dissolved at a concentration of 1.0 ppb and aerated cultures were maintained for 24 h at 10 °C before filtration, flash-freezing and storage as above. The frozen filters were homogenized (mixer mill; Retsch® MM 301), and total RNA was extracted using TRIzol® (Invitrogen), as per manufacturers’ instructions. Total RNA was purified through RNeasy spin columns with an on-column DNase I treatment (Qiagen). Total RNA was quantified by spectrophotometry (NanoDrop-1000), and quality checked by electrophoresis on a 1% agarose gel. Samples were then randomized for all downstream nucleic acid manipulations.

### Microarray Analysis

Labeled cRNA was generated from total purified RNA using Low Input Quick Amp Labeling kits (Agilent) as per manufactures’ instructions and as reported previously [29]. A Cy3-cRNA pool was generated for a reference design by synthesizing Cy3-cRNA from three randomly selected samples from each of the four experimental conditions and combining equimolar amounts from each into a common pool. Samples were hybridized as per manufacturer’s instructions as previously described [29] to a 38 K oligo microarray designed using previously annotated ESTs from both Pacific and Atlantic *L. salmonis* [62] using eArray (Agilent). Slides were scanned on a ScanArray® Express (Perkin Elmer) at 5 μm resolution using PMT settings optimized to have the median signal of ~1–2% of array spots saturated (Cy5: 70; Cy3: 75).

Images were quantified in Imagene 8.1 (Biodiscovery), poor spots flagged, and background corrected as reported previously [29]. Sample files were loaded into GeneSpring 13.0 (Agilent). Raw sample files have been uploaded to GEO (GSE94692). Samples were normalized as follows: raw value threshold of 1.0; intensity-dependent Lowess normalization; and baseline transformation to the median of all samples. Control spots, and any probes not passing the following filter were removed from the analysis: raw values ≥500 in both Cy3 and Cy5 channels and no poor quality flags in at least 65% of samples in any one condition. A principle component analysis was performed within GeneSpring (Agilent) on the samples to investigate for any clustering of technical or biological variables.

Probes were tested using a two-way ANOVA (*p* < 0.01; FC ≥ 1.5) for main effects of microsporidia, main effects of EMB, and a significant interaction effect of microsporidia and EMB. Probes with a significant interaction effect were subtracted from the main effect lists to be considered with the interaction effect list. Probes with a significant interaction effect were separated by *k*-means clustering using the least number of clusters until cluster redundancy was visible (Euclidean distance metric; 6 clusters; 50 iterations; Agilent). Gene Ontology and pathway analysis was performed on significant entity lists using UniProt accession numbers in the DAVID bioinformatics tool [63–65] using a modified Fisher’s exact test (*p* < 0.05; genes/enrichment category ≥4) with a background list of all entities passing quality control filters. This background list was used for a principal components analysis that clustered samples according to expression of genes. Samples were colored or shaped differently in order to identify trends associated with experimental conditions.

### Pre-adult *L. salmonis* exposed to EMB

A fifth experiment, which was previously described [32], included exposure of F1 generation pre-adult II *L. salmonis* (21 females and 19 males) to either seawater, 0.01 ppb EMB (Sigma-Aldrich), or 0.1 ppb EMB. These lice were collected from farmed Atlantic salmon in the Broughton Archipelago, British Columbia (BC). Using the previously extracted RNA, as described [33], cDNA for detection of the microsporidian and qPCR of selected genes in these archived samples was synthesized for individual lice from 1 μg of purified RNA using iScript™ Reverse Transcription Supermix kit (BioRad) as per manufacturer’s instructions (see [32]). Detection of *F. margolisi* was completed as described earlier [28] with the exception that cDNA derived from purified RNA was used as template and a touch-down PCR assay with decreasing annealing temperatures from 63 °C to 58 °C was completed before standard PCR for an additional 25 cycles to amplify the target sequence.

The microarray results were validated using RT-qPCR of five targets to confirm expression patterns. Primer efficiencies were confirmed by creating standard curves with 5–6 points and a 5-fold series dilution with a r^2^ > 0.95 and effeciencies between 0.90 and 1.05. For RT-qPCR amplification, SsoAdvanced SYBR Green Supermix (BioRad) was used in 11 μl reactions with 1 μl template and 0.1 μM of each primer using the following program: 95 °C for 2 min, followed by 40 cycles of 95 °C for 5 s and 60 °C for 15 s. Melt curve analysis was performed at the end of each qPCR assay by increasing the temperature in 0.5 °C increments (65 °C to 95 °C) every 5 s. No template controls (NTC) and no RT controls were negative for all genes assayed. Normalization for genes of interest was completed using qbase-PLUS (Biogazelle; Gent, Belgium) with an output of log_2_ ratios relative to the reference genes *elongation factor 1α* (*ef1α*) and *ribosomal protein subunit 20* (*rps20*). Reference gene stability was assessed using geNorm [66], which showed an M value of 0.35 and a coefficient of variation (CV) of 0.13.

Normalized log_2_ expression measured by RT-qPCR was compared to Cy5/Cy3 log_2_ expression ratios produced by the microarray. For genes specifically expressed in MS+ lice on the microarray, this was validated by RT-qPCR. For genes expressed in all conditions, a Pearson’s correlation (R v. 3; [67]) used to validate the microarray (Additional file 6).

## Additional files

Additional file 1: Differentially expressed transcripts by microsporidia and EMB. (XLSX 244 kb)

Additional file 2: Gene Ontology. (XLSX 30 kb)

Additional file 3: Interaction of microsporidia and EMB within *k*-means clustering. (XLSX 95 kb)

Additional file 4: Consensus transcripts within Cluster B across *L. salmonis* studies. (XLSX 107 kb)

Additional file 5: Pre-adult *L. salmonis* responses to *F. margolisi* infection and microsporidian genes on the microarray. (XLSX 85 kb)

Additional file 6: Primers for RT-qPCR validation and *in situ* hybridization. (XLSX 10 kb)

## Abbreviations

ANOVA: Analysis of variance
ATP: Adenosine triphosphate
bp: Base pairs
dph: Days post hatch
EMB: Emamectin benzoate
F_1_: First generation
GO: Gene ontology
ISH: In situ hybridization
MS: Microsporidian *F. margolisi*
NBF: Neutral buffered formalin
PCA: Principal components analysis
PCR: Polymerase chain reaction
RNA: Ribonucleic acid
SSU rRNA: Small subunit ribosomal RNA

How the deposited data were processed for this re-analysis (not part of the article)

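The transcriptome of copepodids was measured on 28 arrays with 2 channels, with 7 pools of copepodids in each of 4 conditions (MS-/EMB-, MS-/EMB+, MS+/EMB- and MS+/EMB+). Conditions and replicate numbers were taken from the sample labels. Cy5 carried the copepodid pool and Cy3 the common reference on each array, and no array had the dyes exchanged. The pre-adult arrays of the paper were not among the data used here, and pre-adult values are the paper's.

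The authors scanned each array, quantified the spots in ImaGene and deposited, for each channel, the signal and local background intensities of 45220 spots with quality flags. These intensities were deposited without background correction or normalization. The authors also deposited a table of log2 ratios (Cy5/Cy3), which according to the methods had a raw value threshold of 1, an intensity-dependent Lowess normalization and a baseline transformation to the median of all samples. That table holds 11315 probes, so it had been filtered. Per array, its values had a Pearson correlation across unflagged spots of 0.933 to 0.982 with ratios rebuilt from mean signals and of 0.991 to 1.00 with ratios rebuilt from median signals.

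For the main values, the median local background was subtracted from the mean signal of each spot, values under 1 were set to 1, and log2 ratios were normalized within each array by loess with a span of 0.3 on the 38132 probes that were not control spots. Mean signals were used because the methods name no column and limma reads mean signals of such files by default. Flagged spots made up 4.43% of spots. A probe was tested where both channels reached a raw value of 500 without a poor flag in at least 65% (5 of 7) of the arrays of any 1 condition, which left 11789 probes, of which 11205 are in the authors' table. Median background was 101 to 191 per array in Cy5 and 95 to 205 in Cy3. Signal over background per condition is given with the description of the arrays. The number of arrays limits the precision of all values.

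Differential expression was tested with limma 3.58.1 (R 4.3.3, statmod 1.5.0, data.table 1.17.8) on the 4 conditions, with contrasts for the main effect of MS, the main effect of EMB and the interaction. Calls used an unadjusted p limit of 0.01 and a fold change limit of 1.5, as the methods state. For the interaction the fold change limit applied to at least 1 of the 5 pairwise comparisons listed in Additional file 1, and probes called for the interaction were taken out of the main effects. Benjamini-Hochberg adjustment over all tested probes was given beside the calls, at a limit of 0.05. The procedure was tested on simulated data: of 200 changed probes among 11789, it called 96% for MS, 95.5% for EMB and 86.5% for the interaction. It also called 7 unchanged probes for MS, 7 for EMB and 40 for the interaction. All simulated changes were larger than 0.70, the median absolute log2 fold change of the real MS-specific calls. Noise was drawn independently for each probe, whereas probes on the real arrays vary together. These numbers therefore do not give the recovery of smaller changes or the false calls in the real data.

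Principal components were computed on probe-centred, unscaled log2 ratios. Cluster profiles were means over the probes listed for each cluster in Additional file 3, per array, relative to the mean of MS-/EMB-. The k-means grouping used 6 groups, 50 iterations and 50 starts. Groups of 7 arrays were compared with exact permutation tests and groups of 14 with permutation tests of 100000 resamples, all two-sided. Microsporidian probes were the 36 probes in Additional file 5 with a rise of more than 5-fold in MS+ pre-adults of both sexes, and their signal was examined without a filter.

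Named transcripts were chosen by a rule written before the data were examined, when the paper's own tables had been seen. It covered each transcript that the Results name for copepodids, through the probes listed under that description, the 3 probes with the largest increase and the 3 with the largest decrease among the calls of each effect, where each contig was represented by its probe with the smallest p, and the probes of Table 3. Descriptions come from the Additional files. A reference table of louse gene symbols shared no identifier with the array and was not used.

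Alternatives fixed at the same time were: normexp background correction with an offset of 50, no background subtraction, median signals, median centring, Aquantile normalization, no filter, a filter over all arrays at 500 and at 1000, a test without moderation, slide as a fixed or random block, array position as a block, both as blocks, leaving out position 2, replicate number as a block, the authors' processed values, an adjusted p limit, no fold change limit, a fold change limit on the interaction coefficient, unit variance for the principal components, probe-centred values for k-means, a signal limit of 250 for the microsporidian probes, and leaving out each array in turn. Added after the data were seen were scaling between arrays, the authors' processed values with the methods' 2-way test, the level of the negative control spots for the microsporidian probes, and leaving out the microsporidian probe (C060R066) with a value set to 1. Gene Ontology enrichment was not repeated, because the term membership behind it was not at hand.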

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

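The tests of array position and slide for the microsporidian probes, of MS+/EMB- replicates 3 and 7, and of the lower bound for probe C066R082 with median signals were chosen only after the results were seen, as was the reading of the alternative with slide and position as blocks as a test of an explanation; that alternative itself was set beforehand.

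Of 540 groups of 7 arrays examined, 42 (7.78%) had 1 array far from the others, where chance gives about 1 in 20 groups (5%). MS-/EMB- replicate 2 was that array 11 times, and its PC1 score of 2.65 lay above the other MS-/EMB- arrays (-38.9 to -21.0). Its log2 ratios apart from the other 6 arrays were 0.40 for tropomyosin, 0.43 for troponin I, -0.38 for NADH dehydrogenase 1 alpha subcomplex subunit 2, -0.17 for beta subcomplex subunit 10, -0.11 for alpha subcomplex subunit 12, 0.070 for 60S ribosomal protein L3, -0.23 for T-complex protein 1 subunit zeta, 0.13 for probe C139R106, -0.23 for probe C199R125 and -0.92 for the microsporidian probe C200R085. Its mean over the microsporidian probes was -0.29, inside the MS- range, and its median Cy5 signal of 224 was that of its group. These values argue against an infected or dim pool. Without this array 720 probes were called for MS, 280 for EMB and 188 for both. A difference in the condition of the larvae may lie behind it, but no biological explanation was tested, and an exchange with a sample outside the study stays open.

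MS+/EMB+ replicate 6 stood apart 6 times, with -1.29 for NADH dehydrogenase 1 alpha subcomplex subunit 2, -1.14 for 28S ribosomal protein S32, 0.96 for ribosomal protein S6 kinase beta-2, 0.65 for DnaJ homolog subfamily A member 1, and 1.75 and 1.55 for the microsporidian probes C166R012 and C170R103. It had the highest PC1 score and also the highest median Cy5 signal of all arrays (341). MS+/EMB+ replicate 7 stood apart 5 times, with 0.86 for cuticle protein 7, -0.94 for trypsin-1 of the general stress list, -0.075 for myosin heavy chain of cluster E, 0.0098 for ammonium transporter Rh type B-B and -1.01 for probe C015R068, values nearer to the other conditions in the last 4. Without replicate 6 the calls were 534 for MS, 202 for EMB and 327 for the interaction, and without replicate 7 they were 591, 239 and 509. No explanation for these arrays was tested.

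MS+/EMB- replicate 3 stood apart 5 times, with -0.46 for an actin transcript of the structural list, -0.65 for actin, cytoplasmic 1, 0.74 for cytochrome P450 2L1, and 1.04 and 0.76 for carboxypeptidase B of the general stress list and of cluster B. Its PC1 score of -31.8, and that of replicate 7 (-14.5), lay in the range of MS- arrays. Their median Cy5 signals (185 and 178) were the lowest of the MS+ arrays. Whether PC1 follows the signal of the array was not tested, so a part from signal stays open. If these pools had been uninfected or mislabelled, their microsporidian log2 ratio would lie with the MS- arrays. The lower of the pair was 0.39, with the MS+ arrays, which argues against both. Without replicate 3, 743 probes were called for MS. MS+/EMB- replicate 5 stood apart 5 times, with -1.45 for cytochrome c oxidase subunit 1, -1.25 for 40S ribosomal protein S16, -1.36 for 60S ribosomal protein L29, -0.55 for catalase and -2.56 for probe C055R046, and without it 592 probes were called for MS and 253 for EMB.

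A further 7 arrays stood apart in 1 to 3 groups each, and the other 16 in none. MS-/EMB- replicate 5 had -0.16 for the mean of cluster D and replicate 6 had -0.28 for trypsin-1 of cluster B. MS-/EMB+ replicate 1 had -1.44 for restin homolog, -1.02 for ribosomal protein S6 kinase beta-2 and -0.96 for heat shock 70 kDa protein cognate 4. MS-/EMB+ replicate 4 had -0.43 for 40S ribosomal protein S16 and 1.33 for the microsporidian probe C076R081, replicate 3 had 0.36 for probe C165R067, replicate 5 had -0.84 for probe C094R053, and replicate 6 had 0.53 for tubulin alpha-3 chain. No biological explanation was tested for these values.

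The effect of EMB differed between MS+ and MS- pools in 353 probes by the interaction test at an unadjusted p limit of 0.01. Among 100 draws of permuted residuals of the additive model, the real data included, 4 splits gave as many calls, the highest other split gave 523 and the median was 30. This argues against chance alone, but only by a narrow margin. With slide and array position as blocks the number was 173, of which 137 were among the 353. Shuffled layouts of the same shape gave a median of 259 (range 20 to 987), and 29 of 100 were as low, so a part of the interaction calls from the layout and a loss of calls from fitting more terms cannot be told apart. Slide 4 held MS+ arrays alone and position 2 held MS+ arrays alone, which keeps this open.

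On the cluster means, the double stressor differed from the sum of the single effects by -0.78 for cluster A (permutation test of the interaction, p = 1e-05, the smallest it can give), -1.17 for B (p = 0.00043), -1.51 for C (p = 1e-05), 0.75 for D (p = 1e-05), 0.72 for E (p = 4e-05) and -0.73 for F (p = 2e-05). The study selected these probes for an interaction on the same arrays, so the tests are circular and show only that the rebuilt values carry the pattern. For cluster B, the axis among arrays captured by PC2 was tested as a cause. With PC2 as a covariate the difference of MS+/EMB+ from MS-/EMB- was -1.61 against a spread of 0.38 between arrays, which argues against it. The median log2 fold change of cluster B in MS+/EMB+ was -1.64, and it was -1.85 with slide and position as blocks, -1.53 with position as a block and -1.65 without position 2. These values argue against the layout as the whole cause of its fall. A biological interaction of the stressors stays open.

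The paper reports no copepodid values below its signal filter, and below it the 36 microsporidian probes were 0.70 higher in MS+ than in MS- arrays on the log2 scale, above the level of the MS- pools on each of the 14 MS+ arrays. If dim probes were in general brighter in Cy5 on MS+ arrays, probes of like Cy3 signal would rise too. Of 1000 matched sets of probes, 0 rose as much (highest 0.12, median 0.01). Without position 2 and with position as a block the difference was 0.72, and with slide as a block it was 0.69, which argues against either as the cause. Without probe C060R066, where 1 spot had a value set to 1, the difference was 0.68. RNA of the microsporidian in the MS+ pools is a candidate explanation. The 36 probes were chosen on the paper's pre-adult values, and their comparison between MS+ and MS- arrays was set beforehand. By PCR, the paper found the microsporidian in pools kept aside from MS+ mothers and not in those from MS- mothers. Carry-over of RNA from other MS+ material was not tested. Whether EMB changed the signal in MS+ pools cannot be told apart from no effect with 7 arrays against 7 (exact permutation test, p = 0.283, and p = 0.478 without that probe).

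Probe C066R082, which is not in the lists of the study, was higher in MS+ arrays by a measured log2 difference of 3.40, at least 5.78-fold. The MS- arrays were at the level of the negative control spots. A spot artifact that raises the mean of the pixels would vanish with median signals. The measured difference was then 4.71, a size set by MS- arrays at the negative control level (0 of 14 above it), and at least 9.29-fold with that level in their place. This argues against it. If the probe read RNA of the microsporidian, it should vary with the other microsporidian probes among MS+ arrays. Over the 14 arrays, as deviations from the group means, Pearson's r was -0.169 (permutation test, p = 0.565) and Spearman's rho -0.0549 (permutation test, p = 0.856), and r was -0.0112 without the 2 arrays farthest from the median. Without probe C060R066 r was 0.0274 (permutation test, p = 0.925). Of 8 relations computed, its Benjamini-Hochberg adjusted p was 0.646. With 14 arrays and dim probes this leaves the explanation open, and a transcript of the louse that differs between the sources of the larvae may equally explain it.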

How the results depend on the processing

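The alternatives of scaling between arrays, of the authors' processed values with the methods' 2-way test, of the negative control level, and of leaving out the microsporidian probe with a value set to 1 were chosen only after the data were seen; the tests of all others were set beforehand. No called result reversed its direction under an alternative.

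The number of probes called for MS was 424 to 801 except without a limit on fold change (2613), and this construction raised the number overexpressed to 901 and underexpressed to 864, for EMB to 1470, for both effects to 848 and for the interaction to 669. For EMB the stricter filter, which tested fewer probes (7031), gave 139, and leaving out position 2 gave 324; the cause of the latter was not tested. Probes called for both effects numbered 195 with an adjusted p limit and 201 with the authors' processed values, with limma as with the methods' 2-way test.

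The interaction was least stable. It had 879 calls with median centring (166 of the 353 among them), 542 without a signal filter, where more probes were tested, 222 with slide as a block, 173 with slide and position as blocks, 12 with an adjusted p limit and 551 with the fold change limit on the interaction coefficient. The cause was not tested for median centring or slide. With slide and position as blocks 644 probes were called for MS, 367 of them among the 600, and 344 had an adjusted p under 0.05 against 3030 without blocks. For EMB 405 had an adjusted p under 0.05, against 1329. Median log2 fold changes over all probes were 0.05 for MS and 0.09 for EMB under median centring, against 0.02 and 0.02.

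Without 1 array at a time, calls were 532 to 743 for MS, 161 to 280 for EMB, 263 to 518 for the interaction and 97 to 188 for both, with 209 to 305 MS-specific probes overexpressed and 183 to 328 underexpressed. Cluster medians in MS+/EMB+ were then 0.51 to 0.62 (A), -1.77 to -1.55 (B), -0.57 to -0.38 (C), -0.05 to 0.03 (D), 0.42 to 0.54 (E) and -0.64 to -0.55 (F). Under the other alternatives they moved by less than the spread between arrays, except F with slide and position as blocks (-0.80; the cause was not tested).

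The PC1 share of variance was 26.6% to 31.2% without 1 array at a time, 12.6% without a signal filter, 34.7% with the stricter filter and 24.0% with unit variance; fewer or more dim probes enter under the first pair. The PC1 difference between MS+ and MS- arrays was 19.4 to 35.4 without 1 array at a time, with the components computed anew each time. The lowest was without MS+/EMB+ replicate 6. It fell to 14.8 with median centring (permutation test, p = 0.154) and to 3.37 with unit variance (permutation test, p = 0.87), where PC2 carried 29.6 and 68.3 of it.

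For the microsporidian probes the difference was 0.49 to 1.34 on the log2 scale under the alternatives, and 0.68 with the probe with a value set to 1 (C060R066) left out. Pairs of array and probe at or above the limit numbered 45 at 500, 150 at 250, 96 without background subtraction, 29 with median signals and 290 above the negative control level. The authors' processed values gave no value here, because the probes are not in that table. Low signal limits these probes: with background subtracted, both channels reached 500 in 0 pairs.

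Of 1829 values of 143 named transcripts and probes under these alternatives, 1791 moved by less than the spread between arrays and 38 by more, 26 of them with median signals. Direction held in 140 of the 143; the other 3 were microsporidian probes. With each array left out in turn, and with scaling between arrays, 0 of the 96 named transcripts and 0 of the 18 leading probes changed direction; 2 of the 29 microsporidian probes of Table 3 did, both near 0. The adjusted Rand index of the k-means grouping was 0.764 to 0.969.

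With replicate block, replicate number as a fixed term, the calls were 606 for MS, 215 for EMB and 335 for the interaction. Arrays with the same number correlated no more than others: 16 of 42 pairs had r above 0.1, with a mean of -0.018, so the numbers do not pair the pools.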

Differences from the paper's values

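Of 117 values of the paper compared, 2 differed by the criteria used. Of the 96 named transcripts, 0 differed from the fold changes in the paper's lists. The direction that the paper's text gives for 60S ribosomal protein L3 and ribosomal protein S6 kinase beta-2 did differ, as described below. The tests with the authors' processed values and the methods' 2-way test together were chosen only after seeing the values.

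The paper's highest fold change among transcripts with a main effect of MS is 4.5, and the value here was 10.6, measured for probe C066R082 against MS- arrays at the level of the negative controls (at least 5.78-fold). As a lower bound, 5.78 is less than 1.5 times the paper's value, so that only the measured value differs by the criteria. Of the alternatives set before the data were examined, no background subtraction (6.29), median signals (4.54), median centring (3.91), the stricter filter and the filter over all arrays (3.76 each) and the authors' processed values (4.54) came within the paper's value by these criteria. Except with no background subtraction, the highest probe was then C178R038. The probe C066R082 did not pass the filter with median signals or the other filters, is absent from the authors' values, and was called for an interaction with median centring. Normexp, Aquantile, no signal filter, the test without moderation, the slide and position blocks, leaving out position 2, replicate number as a block, the adjusted p limit and no fold change limit did not. The authors' processed values with the methods' 2-way test, chosen after seeing the values, also gave 4.54, and dropped 0 of the 786 probes of the paper's list.

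The paper's list of transcripts affected by MS and EMB in the same direction holds 198 probes. Here 125 probes in all were called for both in the same direction, and 114 of the listed 198 were called for both. Median signals (181), median centring (182), no signal filter (142), slide as a block (137), leaving out position 2 (152), the authors' processed values (198) and the adjusted p limit (192) came within it. Normexp (123), no background subtraction (97), Aquantile, the stricter filter (88), the filter over all arrays (117), the test without moderation, slide as a random block, position (116), slide and position (120), replicate number as a block, and no fold change limit (840) did not. The authors' processed values with the methods' 2-way test, chosen after seeing the values, gave 198 as well. This setting called 786 probes for MS and 299 for EMB, the numbers in the paper's lists, and dropped 0 of the listed probes.

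The paper introduces the transcripts shared by MS and EMB as overexpressed in both, while it also names underexpressed ones, among them proteases and transporters. In its list, 48 probes were higher and 150 lower, in the paper's values and here. The paper counts 60S ribosomal protein L3 and ribosomal protein S6 kinase beta-2 among underexpressed transcripts, and the values here were 0.88 and 0.51 on the log2 scale, while the other 10 ribosomal transcripts it names were lower. It calls the fold changes of the heat shock transcripts more modest than those of MS-specific ones. The median log2 fold change here was 0.72 for the 24 probes of the named transcripts and 0.70 in size for MS-specific probes.

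The paper places NADH dehydrogenase subunit 10 in the alpha subcomplex and names neprilysin-11, where its own list has a beta subcomplex subunit 10 and neprilysin-2. For EMB the paper's text gives 228 transcripts, and its list holds 233 contigs. The paper states that microsporidian transcripts did not pass background in copepodids regardless of infection. No probe passed the filter here either, while 53.4% of the pairs of array and probe in MS+ arrays and 4.17% in MS- arrays were above the negative control level, a setting chosen after seeing the data.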

Other observations

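The tests of slide and of array position for PC2 were chosen only after the results were seen, as was the reading of the alternative with slide and position as blocks as a test of an explanation for the MS calls, with its shuffled layouts; that alternative itself was set beforehand.

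The 600 MS calls were compared with other groupings of the arrays. Of 100 splits of the MS labels within EMB groups, 1 (the real one) gave as many calls, and the highest other split gave 320. For EMB, 1 of 100 splits, the real one, gave as many as 212, with a highest other of 110. For probes changed by both effects in the same direction 1 of 100 splits was as large, with a highest other of 28. Chance can be excluded for these 3 results at this number of splits.

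Array position was tested as a cause of the MS calls, because position 2 held MS+ arrays alone. Without that position and with position as a block 560 probes were called, and with slide and position both as blocks 644 were. Of these 644, 367 were among the 600. Shuffled layouts of the same shape gave a median of 708 calls (range 358 to 1335), 44 of 100 as low. Of their calls, a median of 471 were among the 600 (range 213 to 578), and 16 of 100 layouts were as low as 367. The number with an adjusted p under 0.05 fell from 3030 to 344 with both blocks, where shuffled layouts gave a median of 1773 (range 115 to 3107) and 4 of 100 were as low. The numbers of calls argue against position and slide as the whole cause. The adjusted number leaves a part from the layout open, because the real layout overlaps with MS status and the shuffled ones need not. The source of the larvae in place of infection cannot be told apart from MS status in this design, since each MS+ pool came from MS+ mothers. The 29 probes whose MS+ and MS- arrays did not overlap, against a chance share of 4.99e-06% of probes, may reflect either.

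Over all probes the fold changes for MS and EMB had a correlation of 0.635 across probes. If any split of the arrays picked up a main axis among them, other splits would correlate as strongly in size. Of 100 splits, 1 (the real one) did, with a median of 0.217 and a highest other of 0.606, which argues against this as the whole cause, by a small margin.

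PC2 was tied to neither MS (permutation test, p = 0.407) nor EMB (p = 0.441). Position of the array on the slide accounted for 30.9% of its variance (permutation test, p = 0.0301) and slide for 9.19% (p = 0.899). Position may therefore contribute to PC2, though position 2 held MS+ arrays alone. Overall signal and background were tested next. The median log2 Cy5 signal had Pearson's r of -0.202 with PC2 over 28 arrays (permutation test, p = 0.303; Spearman's rho -0.0416, p = 0.833; r -0.0811 without the 2 farthest arrays), and the median Cy5 background r of -0.160 (p = 0.413; rho -0.0821, p = 0.674; r -0.160 without 2). Both values argue against a main part for them. Adjusted over 8 relations, p was 0.551 for each.

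If the amount of microsporidian RNA set the PC1 score among MS+ arrays, the microsporidian ratio would rise with it. Over the 14 MS+ arrays Pearson's r was 0.113 (permutation test, p = 0.682), Spearman's rho 0.0681 (p = 0.821) and r -0.522 without the 2 farthest arrays, with an adjusted p of 0.682. Within MS+/EMB- r was -0.682 (exact permutation test, p = 0.0552; rho -0.643, p = 0.139; r -0.870 without 2; adjusted p 0.221), and within MS+/EMB+ it was 0.354 (exact permutation test, p = 0.407; rho 0.357, p = 0.444; r -0.30 without 2; adjusted p 0.551). Without probe C060R066, where 1 spot had a value set to 1, r was 0.0555 over the 14 arrays (permutation test, p = 0.847), -0.651 within MS+/EMB- (exact permutation test, p = 0.103) and 0.768 within MS+/EMB+ (exact permutation test, p = 0.109). The signs differ between groups and the probes are dim, so that a relation cannot be told apart from none.

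As deviations from the group means, PC1 and the mean of cluster B had r of -0.435 over 28 arrays (permutation test, p = 0.0208; rho -0.381, p = 0.0464; r -0.332 without the 2 farthest), which did not pass adjustment over the 8 relations (0.166). For PC2 and cluster B r was -0.237 (permutation test, p = 0.224; rho -0.339, p = 0.0773; r -0.217 without 2; adjusted p 0.551).

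Probes listed as nucleoprotein, singled out after their values were seen, had log2 fold changes for MS of -0.87, -0.94, -1.98, -1.49 and -1.41, and in 3 of the 5 the arrays did not overlap. RNA of another organism carried by the lice may give such a pattern, in which case the probes should vary together more than other lower probes do. The mean correlation of 1 probe from each of their 3 contigs (C027R144, C135R119 and C229R169), as deviations from the group means, was 0.395, above 65.5% of 1000 random sets of 3 lower MS-called probes of different contigs (median 0.306), which decides nothing.

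Pairs of arrays had correlations of the filtered, centred values down to -0.56, with 13 of 378 pairs below -0.3.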
